# Rpd3/CoRest-mediated activity-dependent transcription regulates the flexibility in memory updating in *Drosophila*

**DOI:** 10.1038/s41467-021-20898-x

**Published:** 2021-01-27

**Authors:** Mai Takakura, Reiko Nakagawa, Takeshi Ota, Yoko Kimura, Man Yung NG, Abdalla G. Alia, Hiroyuki Okuno, Yukinori Hirano

**Keywords:** Acetylation, Transcription, Consolidation

## Abstract

Consolidated memory can be preserved or updated depending on the environmental change. Although such conflicting regulation may happen during memory updating, the flexibility of memory updating may have already been determined in the initial memory consolidation process. Here, we explored the gating mechanism for activity-dependent transcription in memory consolidation, which is unexpectedly linked to the later memory updating in *Drosophila*. Through proteomic analysis, we discovered that the compositional change in the transcriptional repressor, which contains the histone deacetylase Rpd3 and CoRest, acts as the gating mechanism that opens and closes the time window for activity-dependent transcription. Opening the gate through the compositional change in Rpd3/CoRest is required for memory consolidation, but closing the gate through Rpd3/CoRest is significant to limit future memory updating. Our data indicate that the flexibility of memory updating is determined through the initial activity-dependent transcription, providing a mechanism involved in defining memory state.

## Abstract (web summary)

The flexibility of memory updating may be determined in the initial memory consolidation process. Here, the authors show the proteomic changes of the transcriptional repressor complexes required for initial memory consolidation and influencing the flexibility of future memory updating.

## Introduction

The consolidated form of memory is not completely fixed, but depending on environmental changes, animals can either update or preserve their consolidated memory. This conflicting nature of memory has been linked to behavioral flexibility, the dysfunction of which is related to the autism spectrum disorder^1,2^. Although previous studies have revealed the molecular and neuronal mechanisms that are activated when memory is updated^3–5^, it may be possible that the initial memory consolidation event has already determined the flexibility of memory for later updating. However, such observations or mechanisms have not been reported.

A large body of evidence supports that memory consolidation is mediated by activity-dependent transcription^6,7^, with an increased interest in assessing these because of their possible links to various types of human cognitive disorders, including autism spectrum disorder, intellectual disability, Alzheimer’s disease, and posttraumatic stress disorder^8,9^. Activity-dependent transcription is induced by constitutively expressed transcriptional activators, including CREB (Ca^2+^/cAMP-responsive element-binding protein)^10–12^ and its associating protein, CBP (CREB-binding protein), known as a histone acetyltransferase (HAT)^13,14^. Upon neural activation, calcium-dependent pathways activate those transcriptional factors through posttranslational modifications^15–17^, resulting in the transcription of so-called immediate-early genes (IEGs). In general, activity-dependent mRNA expression is immediately shut off^18–21^, which could be explained by temporal gating mechanism that opens and closes the time window for activity-dependent transcription. The transcriptional shutoff can be possibly mediated by the transcriptional repressors, such as histone deacetylase 2 (HDAC2)^22^, methyl-CpG binding protein 2 (ref. ^23^), aryl hydrocarbon receptor nuclear translocator 2 (ref. ^24^), and the nucleosome remodeling and deacetylase (NuRD) complex^21^. Importantly, the NuRD complex has been reported to be involved in shutting off activity-dependent transcription in the mouse cerebellum, by depositing a histone variant, H2A.z, at the promoter of the transcribed genes^21^. The mutant mice lacking a component of the NuRD complex showed defects in dendrite pruning and sensorimotor neural coding^21^, indicating the significance of the shutoff of activity-dependent transcription. Although the NuRD complex is involved in the shutoff, it remains unknown which protein(s) actually determine(s) the timing of the opening and closing of the gate for activity-dependent transcription. Therefore, the precise underlying molecular substrates of the gating mechanism remain unknown. The gating mechanism may be related to the balance between homeostatic maintenance and plastic change, and thus could be involved in the flexibility in later memory updating. A key step to this end is to scrutinize and manipulate molecular underpinnings of the gating mechanism underlying activity-dependent transcription.

Activity-dependent transcription and its mechanisms are evolutionally well conserved across species. In flies, an olfactory aversive training paradigm^25–28^ has been used to demonstrate activity-dependent transcription in neurons in the memory center mushroom body (MB) and their related neurons^20,29–31^. Similar to *HDAC2* knockout which enhances fear memory^22^, the knockdown of *HDAC2* homolog, reduced potassium dependency 3 (*Rpd3),* results in enhanced memory in courtship conditioning^32^. Thus, HDAC2 is one of the well-conserved transcriptional repressors acting as a memory suppressor, the activity of which may be related to the gating mechanism underlying transient activity-dependent transcription. In this study, we sought to understand the gating mechanism underlying transient activity-dependent transcription. For this purpose, we carried out the label-free quantification analysis of Rpd3-interacting proteins in MB, in combination with thermogenetic and optogenetic approaches. We found that the Rpd3/CoRest transcriptional repressor complex is dissociated by neural activation. Rpd3/CoRest dissociation was mediated by the binding of the N-terminal truncated variant of CoRest to Rpd3. This compositional change was regulated by acetylation via CBP, and deacetylation via Rpd3, which had a significant role in the gating for activity-dependent transcription. In vivo, dysfunction in Rpd3/CoRest did not impair memory consolidation, but instead, increased flexibility in memory updating. Thus, our study elucidates the gating mechanism underlying transient activity-dependent transcription, which is significant to define the flexibility in the later memory updating.

## Results

### Neural activity-dependent change in the Rpd3/CoRest complex

We sought to identify activity-dependent changes in Rpd3-interacting proteins, which could possibly serve as the gating mechanism underlying transient activity-dependent transcription. To this end, we performed an interactome analysis for Rpd3 proteins from MB neurons. Rpd3 was tandemly tagged with FLAG and HA, and expressed via the MB247-switch (MBsw) driver^33^, expression of which is induced in MB neurons by feeding flies food containing RU486 (RU). We thermogenetically activated most MB neurons by expressing the thermo-sensitive cation channel dTRPA1 (ref. ^34^), instead of using the normal olfactory training paradigm, which activates only a subset of MB neurons (5–10%)^35,36^. This thermogenetic manipulation enabled us to handle thousands of flies, in which MB neurons were homogenously activated. The activation of MB neurons was confirmed by the phosphorylation of extracellular signal-related kinase (pERK)^18,20,37^, a neural activation marker (Fig. 1a). We then purified the tagged Rpd3 proteins from MB neurons via tandem-tag affinity purification using approximately 2000 flies, with or without thermogenetic activation for 1 h, in order to fully capture the molecular changes (Fig. 1b). The purified immunocomplex was analyzed by a shotgun liquid chromatography-mass spectrometry (LC-MS/MS) analysis to identify the proteins interacting with Rpd3. As a negative control, the flies without dTRPA1 expression were similarly analyzed in order to prevent any effects induced by heat shock. HDAC2 forms three distinct complexes, notably Sin3A, NuRD, and CoRest complexes^38^. We found the amounts of the peptides derived from Mi-2, a component of the NuRD complex, and CoRest, were relatively abundant in the Rpd3-immunoconplex after thermogenetic activation (Supplementary Fig. 1a and Supplementary Table 1). Although other proteins were also found in the Rpd3 immunocomplex, in this study we focused on these known and conserved associating proteins.

**Fig. 1:**
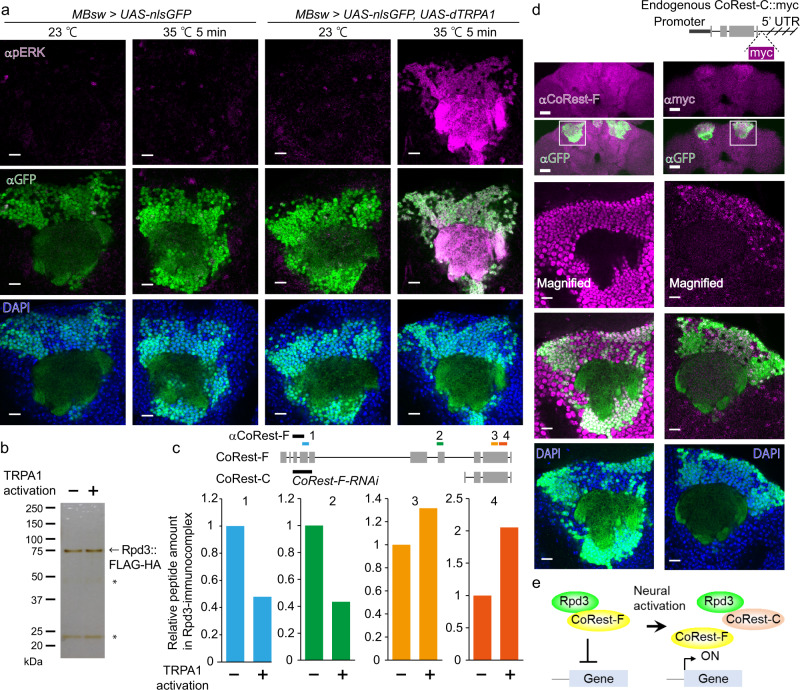
Interactome analysis of Rpd3 in MB neurons. **a** Thermogenetic activation of MB neurons. GFP fused to the nuclear localization signal (nlsGFP) and dTRPA1 was induced in MB neurons using MBsw. The brains were immunostained with anti-GFP (green) and anti-pERK (magenta) antibodies, and DAPI (blue). The images are representative of experimental replicates (*n* = 3, 4, 4, and 4). Scale bar: 10 μm. **b** Purified Rpd3 proteins from MB neurons. Rpd3::FLAG-HA was expressed by MBsw, together with dTRPA1. The flies were heat-shocked at 35 °C for 1 h, and the heads were used for tandem-tag affinity purification. The proteins were visualized by silver staining. Asterisks indicate the IgG heavy and light chains. **c** The amount of the representative CoRest peptides identified in the LC-MS/MS analysis. See more details in Supplementary Table 2. (Top) The vertical gray bars indicate the exons, and the horizontal lines indicate the region of the introns. The regions targeted by the anti-CoRest antibody and RNAi were indicated as black bars. **d** Expression of CoRest-F and CoRest-C. (Left) The flies expressing nlsGFP by MBsw were used to immunostain CoRest-F with the anti-CoRest antibody which detected the N-terminal domain of CoRest (magenta). (Right) The genomic region of CoRest-C was cloned, tagged with myc, and inserted into a different region of the genome. Flies also expressing nlsGFP by MBsw were immunostained with the anti-myc antibody (magenta). The images are representative of three experimental replicates. (Upper two panels) Scale bar: 10 μm. (Lower three panels) Magnified view depicted as white squares. Scale bar: 2 μm. **e** Working hypothesis of the complex compositional change in Rpd3/CoRest. Source data are provided as a Source Data file.

Consistent with a phenotype in HDAC2 knockout mice^22^, *Rpd3* knockdown enhanced memory formation after a single aversive olfactory training (Supplementary Fig. 1b), which does not normally induce memory consolidation to long-term memory (LTM)^25^, via RNAi induced in MB neurons (Supplementary Fig. 1c). If CoRest or Mi-2 are involved in Rpd3 function for memory, their knockdown should also result in memory enhancement. Indeed, memory 1 day after a single training was enhanced by MB-specific knockdown of *CoRest* (Supplementary Fig. 1d), via RNAi targeted to the N-terminal region of *CoRest* (Fig. 1c and Supplementary Fig. 1e). Cycloheximide-feeding impaired memory enhancement by knockdown of *Rpd3* or *CoRest* (Supplementary Fig. 1f, g), suggesting that the enhanced memory is derived from LTM mediated by de novo gene expression. Knockdown of *Mi-2* did not affect memory 1 day after a single training (Supplementary Fig. 1b). These results support the idea that Rpd3 function for memory is mediated by CoRest.

Intriguingly, CoRest-binding to Rpd3 was altered in an isoform-specific manner. The isoforms of CoRest contain the full length (CoRest-F) and the N-terminus truncated form (CoRest-C) (FlyBase, http://flybase.bio.indiana.edu/, Fig. 1c). The amount of peptide derived from CoRest-F in the Rpd3 immunocomplex was reduced by thermogenetic activation, whereas those common in both CoRest-F and CoRest-C were increased by thermogenetic activation (Fig. 1c). To confirm that CoRest-C is expressed in MBs, the genomic region containing CoRest-C was cloned, tagged by myc, and inserted at the different genomic loci. Immunostaining with an anti-myc antibody demonstrated that CoRest-C was preferentially expressed in MB neurons (Fig. 1d), suggesting that CoRest-C is transcriptionally active in MB neurons from an intronic promoter. CoRest-F was broadly expressed in the brain (Fig. 1d), which was detected by an antibody against the N-terminal domain of CoRest-F (Fig. 1c). Taken together, in MB neurons, the Rpd3/CoRest complex could undergo the compositional change after neural activation (Fig. 1e).

### CoRest-C is required for the dissociation of Rpd3 from CoRest-F

We next confirmed the compositional changes in the Rpd3/CoRest complex in MB neurons. For precise temporal control of neural activation, the red-shifted channelrhodopsin, CsChrimson^39^ was expressed by MBsw, together with HA-tagged Rpd3, and MB neurons were optogenetically activated by red light illumination (Supplementary Fig. 2). Coimmunoprecipitated CoRest-F with Rpd3-HA were detected as two bands, which corresponding to known CoRest-F isoforms (for details see “Methods”), when using an antibody against the N-terminal domain of CoRest-F (Fig. 2a, c). We found that CoRest-F interacted with Rpd3 at the basal state, and importantly, this interaction was decreased after optogenetic activation (Fig. 2a). On the other hand, myc-tagged CoRest-C expressed by MBsw was coimmunoprecipitated with Rpd3-HA only after optogenetic activation (Fig. 2b). These complex changes induced by optogenetic activation were reversed within 15 min (Supplementary Fig. 3a, b), which may provide support for the transient time window of activity-dependent transcription. To test the causal link between CoRest-C and the dissociation of Rpd3/CoRest-F, *CoRest-C* was knocked down by miRNA targeted to a specific exon in *CoRest-C* which is absent from *CoRest-F* (Fig. 2c). Rpd3/CoRest-F dissociation was attenuated by the expression of *CoRest-C-*miRNA (Fig. 2d), suggesting that CoRest-C is critical to the dissociation. We also found that CoRest-C binding to Rpd3 was increased by spaced training, as well as massed training (Supplementary Fig. 3c) that induces anesthesia-resistant memory, another long-lasting form of memory that is independent of gene expression. These results suggest that neural activation induces the compositional change in the Rpd3/CoRest complex.

**Fig. 2:**
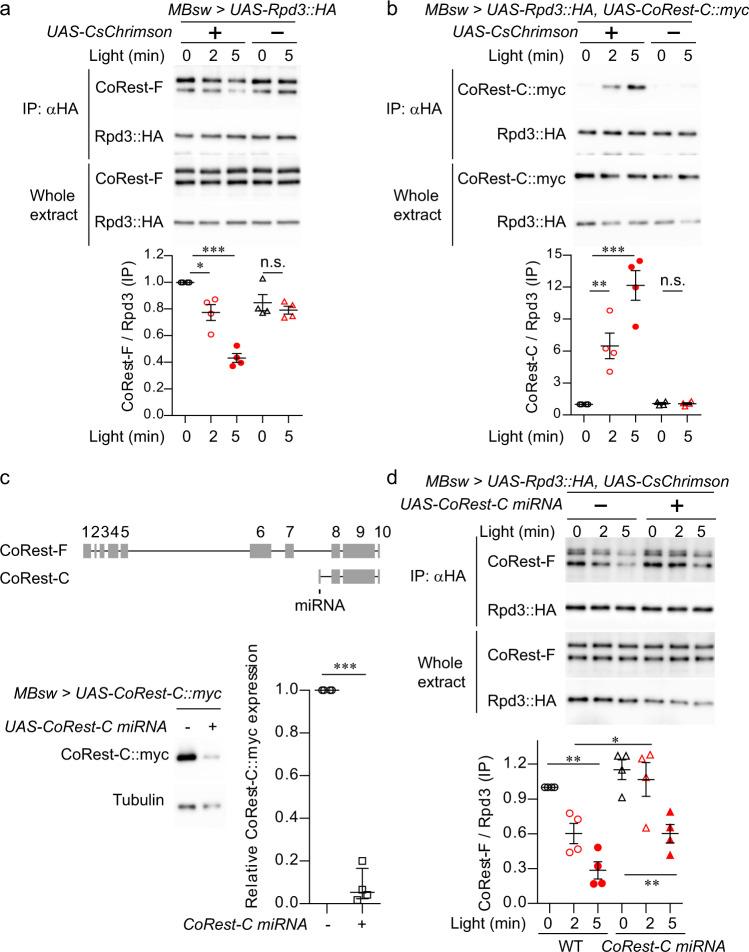
CoRest-C is required for the dissociation of Rpd3/CoRest-F. **a**, **b**, **d** CoRest-F or CoRest-C binding to Rpd3 after neural activation. Flies with the indicated transgenes were fed RU, and illuminated with red light, and the head extracts were immunoprecipitated with the anti-HA antibody. CoRest-F was detected with the anti-CoRest antibody (**a**, **d**), and other proteins were detected with antibodies specific to the indicated epitope tags in a western blot analysis. One-way ANOVA (*P* < 0.0001; *n* = 4 for all) followed by Tukey’s multiple comparisons (two sided) were performed. **c** *CoRest-C* was knocked down with miRNA targeted to the specific exon in CoRest-C. The vertical gray bars indicate the exons, and the horizontal lines indicate the region of the introns. The flies carrying the indicated transgenes were fed RU for 3 days, and the head extracts were analyzed by a western blot analysis with anti-myc and anti-tubulin antibodies. The amount of tubulin was used for normalization. Two-sided Mann–Whitney *U*-test, *P* = 0.0002; *n* = 4. Data are represented as mean ± s.e.m. n.s., not significant, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001, which is based on experimental replicates using different pooled samples, and the number is indicated as *n* above. Source data are provided as a Source Data file.

### Rpd3/CoRest is involved in the gating mechanism underlying transient activity-dependent transcription

To investigate the role of Rpd3/CoRest in activity-dependent transcription, we examined the mRNA expression of one of the IEGs, *kay*, which is the *Drosophila* homolog of *Fos*. Flies were subjected to spaced training, a repeated aversive olfactory training paradigm with rest intervals, which induces memory consolidation into LTM via gene expression^25^. Increase in *kay* mRNA expression in the heads was increased at 30 min and 1 h after spaced training, and returned to basal levels at 2 h (Fig. 3a)^18^. *CoRest-C* knockdown, which impaired the dissociation of Rpd3/CoRest-F, inhibited the increase in *kay* mRNA expression after spaced training (Fig. 3b). In contrast, the knockdown of either *CoRest-F* or *Rpd3* delayed shutoff of *kay* mRNA expression (Fig. 3c, d and Supplementary Fig. 4a–d), without affecting the basal expression level of *kay* mRNA (Supplementary Fig. 4e). Thus, CoRest-C is required for learning-dependent *kay* transcription, whereas Rpd3/CoRest-F is involved in the shutoff of *kay* transcription, suggesting that Rpd3/CoRest-F dissociation mediated by CoRest-C is involved in the gating mechanism underlying transient activity-dependent transcription.

**Fig. 3:**
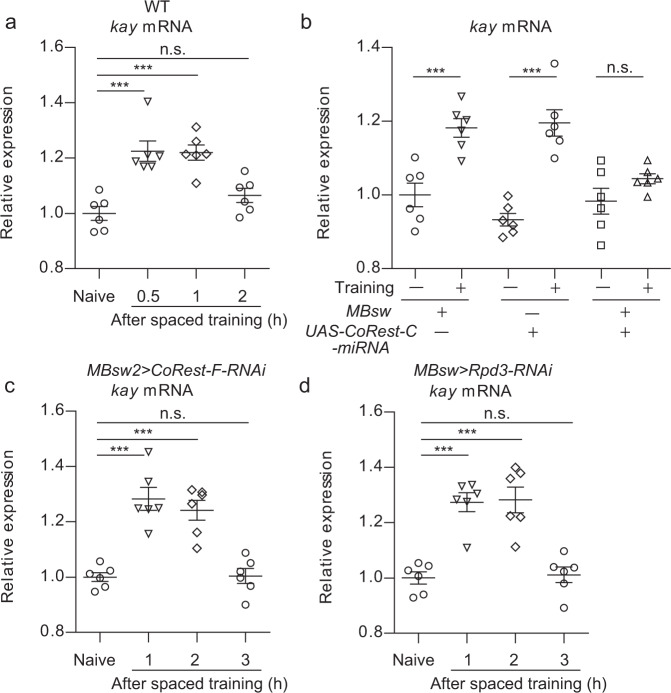
The expression of *kay* mRNA is regulated by Rpd3/CoRest. **a**, **b** The expression of *kay* mRNA after spaced training requires CoRest-C. The flies carrying the indicated transgenes were fed normal food (**a**) or food containing RU (**b**), and subjected to spaced training. RNA extracted from the fly heads at the indicated time (**a**) or 1 h (**b**) after spaced training were analyzed via RT-qPCR. **c**, **d** Dysfunction of Rpd3/CoRest-F delays the shutoff of *kay* mRNA expression. The flies were analyzed as in **b**. The genetic controls are shown in Supplementary Fig. 4. A one-way ANOVA (*P* < 0.0001; *n* = 6 for all) followed by Tukey’s multiple comparisons (two sided) was performed. Data are represented as mean ± s.e.m. n.s., not significant, *P* > 0.05; ***P < 0.001, which is based on experimental replicates using different pooled samples, and the number is indicated as *n* above. Source data are provided as a Source Data file.

### Posttranslational modification of CoRest-C is important for the complex change

The compositional change in the Rpd3 complex may be induced by posttranslational modifications of either CoRest-F, Rpd3, or CoRest-C. To determine which components undergo such modifications responsible for the complex change, we performed a pull-down assay, in which the binding of fly head proteins to the recombinant proteins was assessed by immunoprecipitation. If CoRest-F is modified after neural activation, inducing the dissociation from Rpd3, CoRest-F expressed in MB neurons after neural activation should not bind to the recombinant Rpd3. However, CoRest-F expressed in MB neurons was pulled down by the recombinant Rpd3 proteins even after optogenetic activation, suggesting that there is no modification to CoRest-F responsible for the dissociation of Rpd3/CoRest-F (Fig. 4a). In contrast, Rpd3 expressed in MB neurons showed reduced binding to recombinant CoRest-F after optogenetic activation (Fig. 4b). This reduced binding was abolished by the knockdown of *CoRest-C* (Fig. 4b), supporting the idea that CoRest-C is important for the dissociation of Rpd3/CoRest-F. We hypothesized that CoRest-C may be modified by neural activation, after which the modified CoRest-C may bind to Rpd3, thereby inhibiting Rpd3/CoRest-F binding. However, in contrast to our expectations, CoRest-C expressed in the MBs did not bind to the recombinant Rpd3 proteins after optogenetic activation (Fig. 4c, lanes 1 and 2). We then speculated that if CoRest-C is modified by acetylation, once it binds to Rpd3, Rpd3 will deacetylate CoRest-C, and cause its dissociation from Rpd3. We therefore added the HDAC inhibitor NaBu to the reaction buffer, and found that CoRest-C binding to Rpd3 was increased in the presence of NaBu (Fig. 4c, lanes 3 and 4). We further confirmed that CoRest-C bound to the mutant Rpd3 (Rpd3-H137A), which has a point mutation in the catalytically important histidine residue in the HDAC domain^40,41^ in the absence of NaBu after optogenetic activation (Fig. 4c, lanes 5 and 6). These results indicate that the acetylation of CoRest-C is important for binding to Rpd3, and raised the possibility that the complex change in Rpd3/CoRest is mediated by CoRest-C acetylation.

**Fig. 4:**
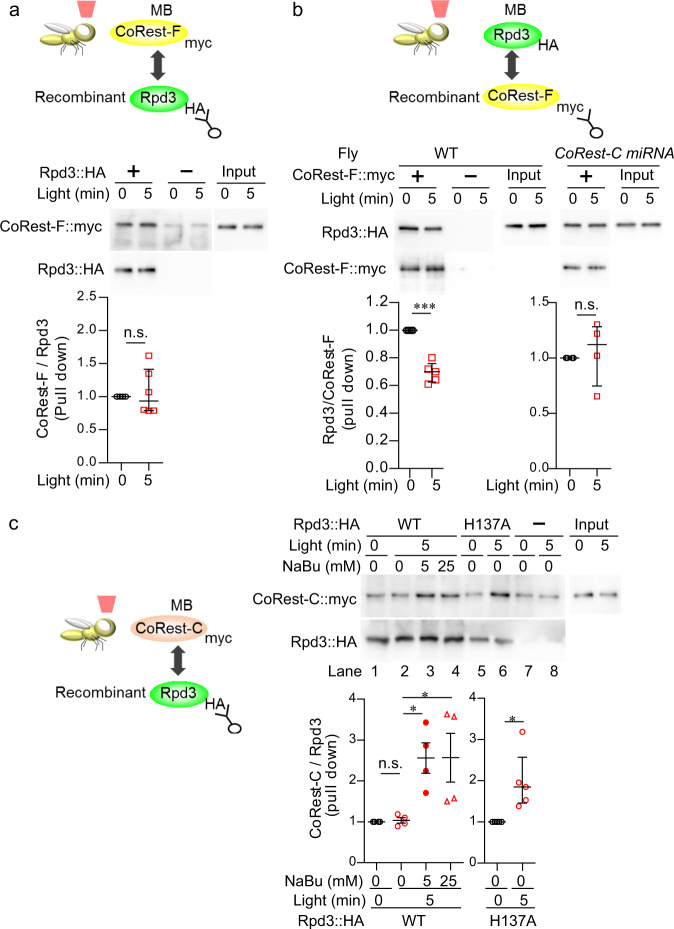
Neural activation induces a molecular change in CoRest-C. **a** Binding of CoRest-F proteins to the recombinant Rpd3 proteins was not altered by optogenetic activation. The flies carrying MBsw, *UAS-CsChrimson*, and *UAS-CoRest-F::myc* were fed RU, and illuminated with red light. The head extracts were pulled down with the recombinant Rpd3::HA, which was expressed in Sf9 insect cells. Two-sided Mann–Whitney *U*-test, *P* = 0.6475; *n* = 6. **b** Binding of Rpd3 proteins to the recombinant CoRest-F proteins was reduced by optogenetic activation, depending on CoRest-C. Rpd3::HA and CsChrimson were expressed by MBsw in WT flies or in flies carrying *UAS-CoRest-C-miRNA*, and the flies were illuminated with red light. The head extracts were pulled down with recombinant CoRest-F::myc, which was expressed in *E. coli*. (Left) Two-sided Mann–Whitney *U*-test, *P* = 0.0007, *n* = 5. (Right) Two-sided Mann–Whitney *U*-test, *P* = 0.7481, *n* = 4. **c** Binding of CoRest-C proteins to the recombinant Rpd3 proteins was increased by optogenetic activation, when the deacetylation activity of Rpd3 was inhibited. CoRest-C::myc and CsChrimson were expressed by MBsw, and the flies were illuminated with red light. The head extracts were pulled down with recombinant Rpd3::HA (WT proteins or proteins carrying H137A mutation), which was expressed in Sf9 insect cells. The indicated concentration of the HDAC inhibitor sodium butyrate (NaBu) was included in the reaction. (Left) One-way ANOVA (*P* = 0.0078; *n* = 6) followed by Tukey’s multiple comparisons (two sided) was performed. (Right) Two-sided Mann–Whitney *U*-test, *P* = 0.0369; *n* = 6. The antibodies for the indicated epitope tags were used in a western blot analysis. Data are represented as mean ± s.e.m. n.s., not significant, *P* > 0.05; *P < 0.05; ***P < 0.001, which is based on experimental replicates using different pooled samples, and the number is indicated as *n* above. Source data are provided as a Source Data file.

### Acetylation of CoRest-C mediates the dissociation of the Rpd3/CoRest-F complex

If the acetylation of CoRest-C is important for binding to Rpd3, we should be able to detect acetylated CoRest-C on chromatin in which Rpd3 acts as the repressor. We thus assessed the subcellular localization and the acetylation status of CoRest-C. Nuclear extracts were separated into chromatin and nuclear-soluble fractions by adding MgCl_2_, which precipitates the chromatin together with the associating proteins^42^ (Fig. 5a). Optogenetic activation induced the chromatin localization of CoRest-C (Fig. 5a, “input”). To assess CoRest-C acetylation, these fractions were subjected to immunoprecipitation with an anti-acetyl lysine antibody. CoRest-C was found in the immunocomplex of the chromatin-bound fraction after optogenetic activation (Fig. 5a, “IP:αAc”), indicating that the chromatin-localized CoRest-C is acetylated. Next, acetylation sites of CoRest-C were analyzed via LS-MS/MS analysis (Fig. 5b), and were identified at K36, K303, and K318 (Supplementary Fig. 5). We then asked which lysine residues are important for the binding of CoRest-C to Rpd3. While the substitution of K36 and K303 to R (K36/303R mutation) did not affect the binding of CoRest-C to Rpd3, the K318R mutation decreased it, and the triple K/R mutations abolished it (Fig. 5c), suggesting that K318 is the major acetylation site affecting Rpd3 binding. Accordingly, *K318R* or the triple *K/R* mutations significantly attenuated the chromatin localization and acetylation of CoRest-C (Fig. 5d). We thus generated *K318R* mutation knock-in flies using CRISPR/Cas9. The *K318R* mutation attenuated the dissociation of the Rpd3/CoRest-F complex (Fig. 5e), suggesting that K318 acetylation is important for the dissociation of the Rpd3/CoRest-F complex. We found that CoRest-F was also acetylated by optogenetic activation (Supplementary Fig. 6a). However, the *K318R* mutation has no effect on CoRest-F-binding to Rpd3 (Fig. 5e), suggesting that CoRest-F does not require acetylation for its binding to Rpd3.

**Fig. 5:**
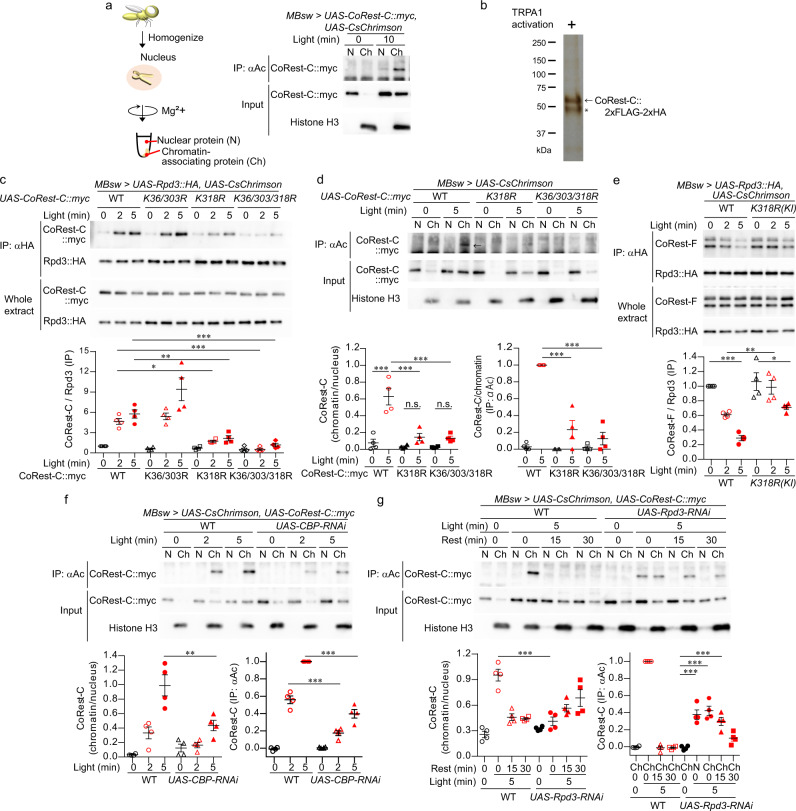
Acetylation of CoRest-C is important for binding to Rpd3. **a**, **d** Acetylated CoRest-C was localized on chromatin after optogenetic activation. The flies carrying the indicated transgenes were fed RU, and illuminated with red light. Nuclear extracts prepared from the heads were separated into the nuclear proteins (N) and the chromatin-associating proteins (Ch) by centrifugation in the presence of Magnesium (Mg^2+^). Each fraction was immunoprecipitated with an anti-Acetyl lysine antibody (αAc). The antibodies for the indicated epitope tags or for histone H3 were used in a western blot analysis. **a** The images are representative of three experimental replicates. **d** A one-way ANOVA (*P* < 0.0001; *n* = 4 for all) followed by Tukey’s multiple comparisons (two sided) was performed. The arrow indicated CoRest-C::myc. **b** Purified CoRest-C proteins from MB neurons. CoRest-C::FLAG-HA was expressed by MBsw, together with dTRPA1. The flies were heat-shocked at 35 °C for 30 min, and the heads were subjected to tandem-tag affinity purification. The proteins were visualized by silver staining. Asterisk indicates the IgGs. **c**, **e** CoRest-C binding to and CoRest-F dissociation from Rpd3 after optogenetic activation requires K318 of CoRest-C. The flies with the indicated transgenes were fed RU, and illuminated with red light, and the head extracts were immunoprecipitated with the anti-HA antibody. CoRest-F was detected with the anti-CoRest antibody (**e**), and other proteins were detected with antibodies specific to the indicated epitope tags in a western blot analysis. *K318R (KI)*, *CoRest-C-K318R* knock-in mutation. A one-way ANOVA (*P* < 0.0001; *n* = 4 for all) followed by Tukey’s multiple comparisons (two sided) was performed. **f**, **g** Acetylation and deacetylation of CoRest-C is mediated by CBP and Rpd3. The flies carrying the indicated transgenes were fed RU, and illuminated with red light and analyzed as in **a**. A one-way ANOVA (*P* < 0.0001; *n* = 4 for all) followed by Tukey’s multiple comparisons (two sided) was performed. Data are represented as mean ± s.e.m. n.s., not significant, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001, which is based on experimental replicates using different pooled samples, and the number is indicated as *n* above. Source data are provided as a Source Data file.

We further determined the acetyltransferase involved in the acetylation of CoRest-C. Among acetyltransferases, we previously reported that CBP was the only one required for LTM formation^43^. Consistently, knockdown of *CBP* attenuated acetylation (Fig. 5f), chromatin localization (Fig. 5f), and binding to Rpd3 (Supplementary Fig. 6b) of CoRest-C, as well as dissociation of the Rpd3/CoRest-F complex (Supplementary Fig. 6c). In contrast, *Rpd3* knockdown delayed the deacetylation of CoRest-C after optogenetic activation (Fig. 5g), suggesting that the acetylation and deacetylation of CoRest-C are mediated by CBP and Rpd3, respectively. We also noted that *Rpd3* knockdown attenuated the chromatin localization of CoRest-C, and that acetylated CoRest-C was observed in the nuclear-soluble fraction (Fig. 5g), suggesting that Rpd3 serves as a CoRest-C binding platform on chromatin.

### CBP, CoRest-C, and Rpd3 colocalize to specific gene loci

Our findings suggest that the proteins involved in the acetylation of CoRest-C should colocalize at specific gene loci in MB neurons. To focus on MB neurons, we applied our previously reported method to collect MB nuclei^43^. The MB nuclear envelope was labeled with FLAG-KASH, which is inserted into the outer membrane of the nuclear envelope. The MB nuclei were then collected through immunoprecipitation with the anti-FLAG antibody (Fig. 6a), and these nuclei were subjected to ChIP-seq analysis for CoRest-C, Rpd3, and CBP, with or without optogenetic activation (Fig. 6b). 

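Chromatin of MB nuclei was immunoprecipitated with an antibody against the myc tag of CoRest-C::myc, against CBP or against Rpd3, from naïve flies and from flies illuminated with red light for 5 min to open CsChrimson, a red light-gated cation channel. The experiment had 18 ChIP-seq samples in 6 groups of 3 replicates, and 1 sample of input DNA. The authors trimmed the adaptors, mapped the reads to dm6 with STAR, removed reads of low mapping quality and non-primary alignments, and called peaks with MACS for each sample. They deposited 1 list of binding sites per protein, made of peaks that overlapped in at least 2 of the 3 illuminated replicates. The values given here for binding sites therefore have no replicate spread, and binding with and without light was not compared. The lists give no read totals, so the depth behind each site is not used here. The fold enrichment and the −log10 p of each site are the authors' values from MACS, and serve only to describe and rank sites within a list. The lists of CoRest-C and Rpd3 held 234 and 1094 repeated entries, which were counted once. Sites were placed on the genes of the BDGP6 annotation, whose chromosome names and lengths fit the sites, with 24254 genes and 41590 transcripts. The choices that could change the numbers are the overlap that counts as shared, the window around a start site, the rule that assigns a site to a gene and the strength of the sites used.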

Binding of all proteins was enriched near the transcriptional start site (Fig. 6c–e). 

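The midpoint of a binding site lay within 1 kb of an annotated transcriptional start site for 2621 of the Rpd3 sites (96.5%), 1033 of the CoRest-C sites (83.5%) and 4690 of the CBP sites (70.2%). The same sites placed at random on their own chromosomes 1000 times gave mean shares of 28.4% for Rpd3, 28.5% for CoRest-C and 28.5% for CBP, and no random placement of any of the 3 lists reached its observed share (permutation test, one-sided, p = 0.001, the smallest p that 1000 placements can give). The median distance from a site to the nearest start site was 123 bp for CoRest-C, 160 bp for Rpd3 and 276 bp for CBP, against about 2455, 2465 and 2458 bp at random. A start site lay inside 92.4% of the Rpd3 sites, 71.5% of the CoRest-C sites and 60.0% of the CBP sites. Of the alternatives tried, a single start site per gene in place of all transcripts lowered the shares most, to 89.3%, 72.3% and 56.1%, and the order of the 3 proteins was the same.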

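In the deposited lists, the CBP sites were the most numerous and covered 5061 kb of the genome, the Rpd3 sites covered 2655 kb and the CoRest-C sites 670 kb. The median width of a site was 858 bp for Rpd3, 588 bp for CBP and 458 bp for CoRest-C. The median fold enrichment was 7.17 for CBP with a range from 2.08 to 70.1, 4.17 for CoRest-C with a range from 3.02 to 40.4, and 4.10 for Rpd3 with a range from 3.00 to 14.9. A fold enrichment under 3 was listed for 286 of the CBP sites and for none of the CoRest-C or Rpd3 sites. Because the antibodies differ, the fold enrichments were not compared between proteins.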

There were 1237 binding sites identified for CoRest-C, 2717 for Rpd3, and 6684 for CBP (Fig. 6f and Supplementary Tables 3–5). 

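Of the CoRest-C sites, 1028 (83.1%) shared at least 1 bp with a CBP site, 766 (61.9%) with an Rpd3 site and 674 (54.5%) with both. Random placement of the CoRest-C sites on their own chromosomes gave means of 78.7, 37.8 and 22.0 sites. Placement within 5 kb of CBP sites gave means of 313, 111 and 82.6 sites. Placement at random start sites, each at the distance of the real site from its nearest start site, gave means of 251, 181 and 110 sites, a comparison chosen after seeing the data. The largest counts among the 1000 placements at start sites were 300, 219 and 141, all below the observed counts (permutation test, one-sided, p = 0.001, the smallest p that 1000 placements can give). These start sites were drawn from all annotated ones, whether or not their genes were expressed. Binding of each protein at expressed genes in general could therefore also exceed this comparison. The alternative that moved the overlap most restricted all 3 lists to sites above the median score, which also leaves fewer CBP and Rpd3 sites to overlap. Of the 619 CoRest-C sites kept, 362 (58.5%) overlapped CBP, 267 (43.1%) overlapped Rpd3 and 166 (26.8%) overlapped both. *kay* (FBgn0001297) lies on chromosome 3R of dm6 from 29765995 to 29794113 on the forward strand, with 5 transcripts and 4 start sites. Around its start site at 29772892, a CBP site from 29771528 to 29775044 (fold enrichment 38.9) spanned an Rpd3 site from 29772838 to 29774398 (fold enrichment 4.46) and a pair of CoRest-C sites, 1 from 29772137 to 29772478 in an intron (fold enrichment 5.24) and 1 from 29772981 to 29773370 in an exon (fold enrichment 4.32). At the start site at 29782609, a CBP site from 29782018 to 29783021 (fold enrichment 25.5) overlapped an Rpd3 site from 29782533 to 29783044 (fold enrichment 3.22), and no CoRest-C site was listed. Another CoRest-C site from 29798970 to 29799899 (fold enrichment 6.39) overlapped an Rpd3 site outside *kay*, 10498 bp from its nearest start site.

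**Figure D1:**
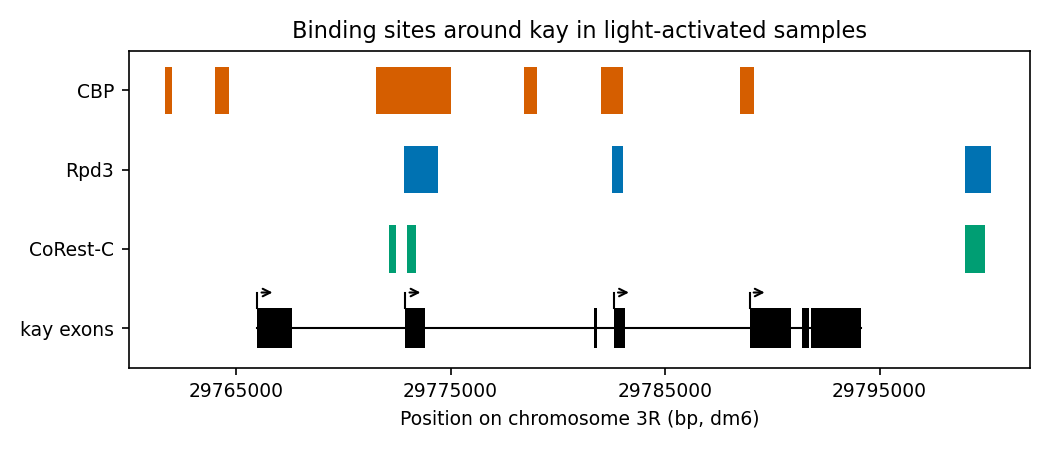
Binding sites of CBP, Rpd3 and CoRest-C in light-activated samples around *kay* on chromosome 3R, with the position in bp of dm6 on the horizontal axis, boxes for the sites of each protein and for exons, and arrows for the 4 start sites. The 3 proteins share sites at the start site at 29772892, and at 29782609 only CBP and Rpd3 have sites.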

Importantly, among CoRest-C-binding sites, there were 1038/1237 (83.9%) overlapping sites between CoRest-C and CBP, 789/1237 (63.8%) between CoRest-C and Rpd3, and 704/1237 (56.9%) between CoRest-C, Rpd3, and CBP (Fig. 6f and Supplementary Table 6), including the *kay* gene locus (Fig. 6b). 

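The CoRest-C sites fell into 674 with both proteins, 354 with CBP alone, 92 with Rpd3 alone and 117 with neither. An Rpd3 site was present at 65.6% of the CoRest-C sites that overlapped CBP and at 44.0% of the 209 that did not (odds ratio 2.42, Fisher's exact test, two-sided, p = 8.92e-09). The median fold enrichment of CoRest-C was 4.26 at sites with both, 4.06 at sites with CBP alone, 4.05 at sites with Rpd3 alone and 3.96 at sites with neither. From the side of Rpd3, 1823 of its sites (67.1%) overlapped a CBP site. The paper drew its model, in which CBP acetylates CoRest-C and so brings it to Rpd3, from earlier binding assays, a mutated acetylation site and *CBP* knockdown, and takes the shared sites as support for that model.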

Although we may have underestimated the frequency of overlap, due to the threshold of peak calling, the colocalization of CoRest-C, CBP, and Rpd3 supports the model in which CBP-dependent acetylation of CoRest-C induces its binding to Rpd3. Gene ontology (GO) analysis indicated that 704 genes showed the enrichment in the biological process GO terms related to development and morphology (Supplementary Fig. 7a and Supplementary Table 7), and the molecular function GO terms related to DNA-binding transcription factor activity and cytoskeletal protein binding (Supplementary Fig. 7b and Supplementary Table 7).

**Fig. 6:**
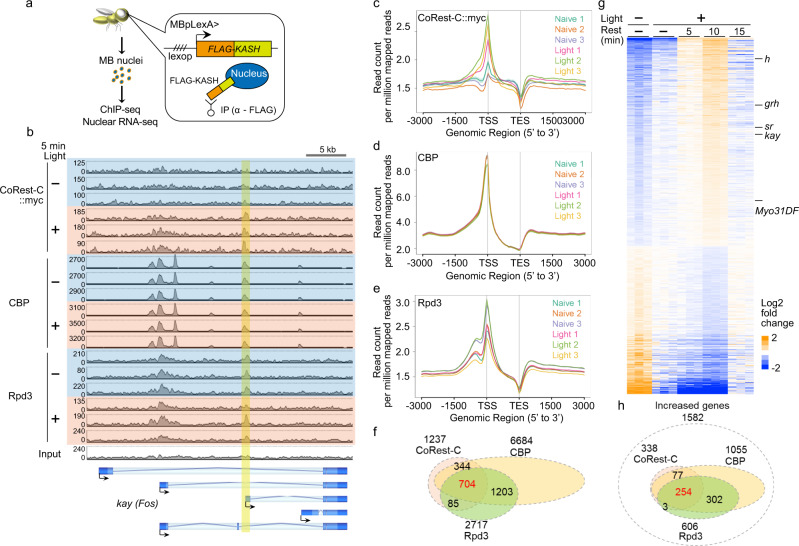
CoRest-C, Rpd3, and CBP colocalize to the specific gene loci. **a** Schematic diagram of the preparation of MB nuclei. The KASH domain, which is inserted to the outer membrane of the nuclear envelope, was tagged with FLAG, and expressed in MB neurons using the *MBp-LexA* driver^43^. The FLAG-labeled MB nuclei were collected by immunoprecipitation with the anti-FLAG antibody. **b** ChIP-seq signals at the region near *kay*. FLAG-KASH and CsChrimson were expressed by MBpLexA. CoRest-C::myc was expressed by MBsw. MB nuclei prepared from naïve flies or flies illuminated with red light were subjected to ChIP-seq analysis, using anti-myc (*n* = 3), anti-CBP (*n* = 3), or anti-Rpd3 (*n* = 3) antibodies. The sequencing data of input DNA were shown at the bottom. Overlapped binding sites determined by peak calling are highlighted by a yellow vertical bar. The *y* axes show the number of mapped reads, and the upper limits were adjusted to the number of total reads in each sample. **c–e** Aggregate gene plot. The mapped reads of each sample were summarized with respect to the distance from the transcriptional start site (TSS) and the transcriptional end site (TES). **f** Venn diagram showing overlaps in CoRest-C-, CBP-, and Rpd3-binding sites. **g** Heatmap of the log2 fold change in expression of 2702 genes significantly altered after 5 min of optogenetic activation followed by 10 min of rest. Increased genes, 1582; decreased genes, 1120. **h** Venn diagram showing the overlap in CoRest-C-, CBP-, and Rpd3-binding sites in the 1582 genes showing increased expression in **g**.

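Nuclear RNA of the MB was sequenced in 5 groups of 3 libraries: naïve flies, flies taken right after 5 min of red light, and flies left for 5, 10 or 15 min of rest after the light. The authors mapped the reads to dm6 with STAR and counted those on the exons of each gene with HTSeq-count, and the deposited values are these counts without normalization, for 17559 genes. The total counts per library were between 11987268 and 17253946 in naïve flies (median 14200715) and between 14912290 and 18809246 right after the light (median 18741132). After 5 min of rest they were between 15939683 and 18157351 (median 17759096), after 10 min between 15068766 and 18515185 (median 16469322), and after 15 min between 10392334 and 15924046 (median 12874999). The values here use these counts on exons, which are fewer than the filtered reads that the paper gives per library. Counts were scaled with edgeR's TMM method, and 11670 genes passed its default filter on low counts and were tested. All 15 libraries entered 1 quasi-likelihood fit with a term per group, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. The common biological coefficient of variation between replicates was 13.4%. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom between 4.94 and 34.5, so each library was counted as a replicate of its own. The scaling, the filter, the libraries in the fit and the threshold could each change the number of genes called.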

We further assessed the transcriptional profile after optogenetic activation by RNA-seq using the collected MB nuclei (Supplementary Fig. 8a). Nuclei were fixed during the preparation to preserve nuclear RNA, and the RNAs recovered from crosslinking, which were fragmentated due to the treatment at the high temperature (see Online Methods), were collected by oligo-dT beads. The obtained RNA-seq data therefore contains the reads from the 3′ region of each gene, which indicated the mRNA expression level (Supplementary Fig. 8a). The principal component analysis demonstrated the clear segregation of gene expression profiles across time after optogenetic activation (Supplementary Fig. 8b). 

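The first component of log2 CPM, over the 500 genes with the largest variance, held 46.0% of the variance and the second 11.4%. On the first component, naïve libraries lay at −34.7 ± 2.22 (SD, n = 3), libraries taken right after the light at −1.07 ± 2.58, libraries after 5 and 10 min of rest at 22.6 ± 0.568 and 22.8 ± 0.871, and libraries after 15 min of rest at −9.64 ± 0.416 (SD, n = 3 each). For 15 of 15 libraries the nearest other library was one of the same group. The 5 groups accounted for 69.0% of the sum of squares on these genes, the largest share among the 1401400 ways to divide 15 libraries into 5 groups of 3, of which the next gave 68.8% and the median 27.3% (exact permutation test, one-sided, p = 7.14e-07, the smallest p these partitions can give). Of the alternatives, the use of all tested genes moved the share most, to 53.2%. The groups after 5 and 10 min of rest were close to each other: the mean distance between libraries of the 2 groups was 1.04 times the mean distance within them, against 2.10 times for naïve flies and 5 min of rest.

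**Figure D2:**
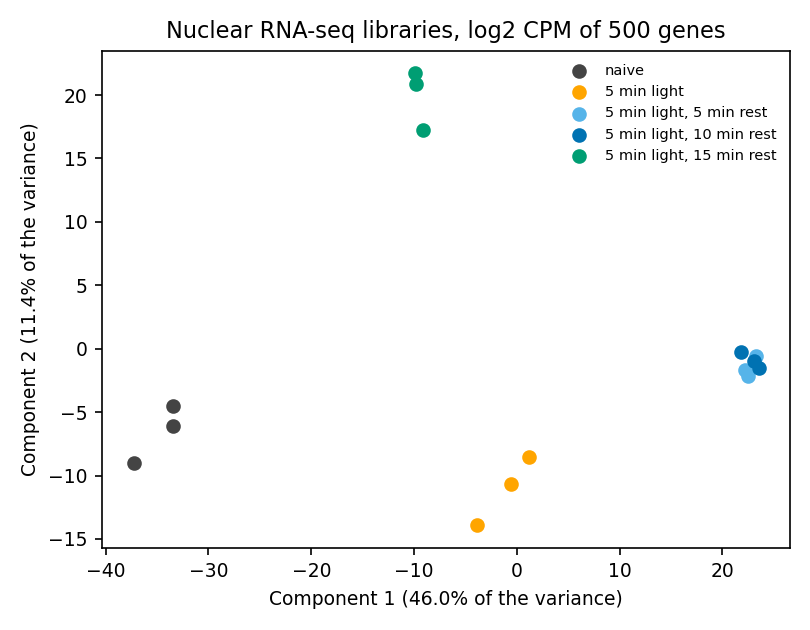
The first and second principal components of the 15 nuclear RNA-seq libraries, with the component scores of log2 CPM of 500 genes on the axes, a point for each library and a color for each group. The naïve libraries lie at the left, those after 5 and 10 min of rest overlap at the right, and those after 15 min of rest stand apart on the second component.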

We found that upregulation of gene expression is robust at 10 min after a 5-min optogenetic activation (Fig. 6g). 

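At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3313 of the 11670 tested genes differed from naïve flies after 10 min of rest, 972 right after the light, 1724 after 5 min of rest and 1126 after 15 min. The genes that were higher than in naïve flies numbered 569 right after the light, 1021 after 5 min of rest and 631 after 15 min. Of the alternatives, a fold change of at least 1.5 as a further condition moved the count at 10 min most, to 1473 genes. Compared directly, 221 genes differed between 5 and 10 min of rest, 197 higher and 24 lower at 10 min, in a comparison added after the other counts were seen. With one 10 min library (replicate 2) left out, that count was 89. Across genes, which are not independent replicates, the log2 fold change at 10 min correlated with that right after the light (r = 0.69), after 5 min (r = 0.870) and after 15 min (r = 0.602). Because all comparisons share the naïve libraries, unchanged groups simulated 10 times against them gave a median r of 0.506, 0.517 and 0.507. Between 5 and 10 min, 906 genes were called higher and 550 lower at both times and 4 in opposite directions, while the simulations gave 0 shared calls.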

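The log2 fold change at 10 min of rest had a median of 0.56 among the 1690 genes called higher and −0.54 among the 1623 called lower. All 3 libraries at 10 min lay on the same side of all 3 naïve libraries for 4848 genes (41.5%, where chance gives 10%), among them 3142 of the called genes. With each of the 6 libraries left out in turn, between 427 and 946 of the calls lost significance, and 1 gene changed sign, when replicate 2 at 10 min was left out. The largest increase among genes chosen by a fixed rule was that of *Hsp70Bbb* (FBgn0051354, chromosome 3R from 12502510 to 12504856 of dm6), from 0.859 ± 0.0304 to 52.0 ± 2.40 normalized CPM (SD, n = 3 each), a log2 fold change of 5.91 (standard error 0.18, adjusted p = 7.87e-21 from edgeR's test). *alphagamma-element:CR32865*, *Hsp70Aa*, *Hsp70Bc* and *Hsp70Ab* followed with log2 fold changes of 5.90, 5.89, 5.59 and 5.48. These genes have near-identical copies. Reads that match more than 1 copy may have been removed by the authors' filter on mapping quality or counted on another copy, so the value of each copy is uncertain. The largest decreases among genes chosen by the same rule were those of *Peb* (log2 fold change −8.92), *PebII* (−8.48) and *Sfp87B* (−8.17), whose products are made in the male reproductive tract, followed by *Cyp4g1* (−4.47) and *CG5399* (−3.96). *PebII* had at most 2 counts in any 10 min library and was at least 179-fold lower than in naïve flies. With each library left out in turn, the log2 fold change of *Sfp87B*, which had 4 counts in 1 library at 10 min and 0 in the others, lay between −11.67 and −7.63, that of *Peb* between −9.76 and −8.28 and that of *CG5399* between −4.51 and −3.36, so that 1 library moved each of these folds by more than 1.5 times. Of the genes called in the authors' deposited table for this comparison, 1537 were also called higher and 1087 also called lower here. A further 78 genes were called in the authors' deposited table and not here, and 689 here and not there.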

There were 2702 genes showing significant differences at this time point, of which 1582 genes had increased expression, while the remaining had decreased expression (Fig. 6g). Among the 1582 genes with increased expression, 1055 genes were bound by CBP (Fig. 6h), supporting the idea that CBP is an important factor in activity-dependent transcription. Furthermore, 338 were bound by CoRest-C, 254 of which showed colocalization with CBP and Rpd3, including *kay* (Fig. 6h). Thus, these 254 genes are strong candidates in which transcriptional activation is controlled via CoRest-C and Rpd3. 

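A gene was taken as bound when a binding site overlapped its body or the 1 kb upstream of it. Of the 1690 genes higher at 10 min of rest, 1650 had a position in the annotation, and 1146 of these (69.5%) had a CBP site, against 3814 of the 9809 other tested genes (38.9%; odds ratio 3.57, Fisher's exact test, two-sided, p = 6.58e-119). Highly expressed genes carry more sites, so 10000 random lists of genes matched on mean expression were drawn. They held a mean of 943 and at most 1000 genes with a CBP site (permutation test, one-sided, p = 0.0001, the smallest p these lists can give). Lists matched on gene length as well, a comparison chosen after seeing the data, held a mean of 1013 and at most 1072. Among the genes lower at 10 min of rest, 30.9% had a CBP site. Of the alternatives, the use of these lower genes as the background moved the odds ratio most, to 5.08. The paper takes the number of higher genes with a CBP site as support for a part of CBP in activity-dependent transcription, and then counts CoRest-C sites among the same higher genes.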

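CoRest-C sites were present at 400 of the 1650 higher genes (24.2%) and at 11.4% of the other tested genes (odds ratio 2.50, Fisher's exact test, two-sided, p = 3.06e-40), and lists matched on expression held a mean of 302 and at most 353. Sites of all 3 proteins were present at 307 higher genes (18.6%, against 7.05%; odds ratio 3.02, Fisher's exact test, p = 4.47e-44), which is 76.8% of those with CoRest-C, and matched lists held a mean of 214 and at most 253. For Rpd3 the difference was smaller, with 704 higher genes (42.7%) against 32.8% (odds ratio 1.53, Fisher's exact test, p = 1.34e-14). It did not exceed that of lists matched on expression, which held a mean of 716 and as many genes in 7577 of 10000 draws (permutation test, one-sided, p = 0.76). Among the genes lower at 10 min of rest, 8.28% had a CoRest-C site, 32.2% an Rpd3 site and 4.39% all 3. *kay* was among the genes with sites of all 3 proteins, which did not have to overlap each other. Its normalized CPM rose from 96.7 ± 17.4 in naïve flies to 144.5 ± 8.43 after 10 min of rest (SD, n = 3 each), a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.000283 from edgeR's test) that stayed between 0.44 and 0.70 with each library left out in turn.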

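Between 10 and 15 min of rest, 1978 of the tested genes differed in edgeR's test at an adjusted p under 0.05, of which 783 were higher and 1195 lower at 15 min, a balance that depends on the scaling. Of the genes that were higher than in naïve flies at 10 min, 834 (49.4%) were lower at 15 min than at 10 min, 14 were higher and 842 did not differ. Against naïve flies, 441 of these genes were still higher at 15 min, 108 were lower and 1141 did not differ. Their median log2 fold change was 0.19 at 15 min. Of the genes lower at 10 min, 497 (30.6%) rose between 10 and 15 min, 4 fell further, and their median log2 fold change at 15 min was −0.22. Genes picked at 10 min tend to be high there by chance, so the comparison was repeated with genes called without 1 naïve and 1 10 min library and measured in the libraries left out. In these 9 fits, between 19.6% and 40.7% of the rise was left at 15 min (median 21.1%), with the 3 highest shares, from 35.7%, in the fits that left out naïve replicate 2. A total of 2048 genes were higher than in naïve flies at 1 or more of the 4 times, 162 of them at 15 min only.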

Our nuclear RNA-seq demonstrated that on-going transcription in the nucleus terminated within 15 min (Fig. 6g), which is consistent with the kinetics of an Rpd3/CoRest compositional change (Supplementary Fig. 3a, b).

We then examined the mRNA expression of the representative genes from the list of enriched GO terms (Supplementary Table 7), *Myo31DF* (GO, cytoskeletal protein binding, post-embryonic animal organ development; ortholog of mammalian *Myo1d*), *sr* (GO, DNA-binding transcription factor activity; ortholog of mammalian *Egr2*), *h* (GO, DNA-binding transcription factor activity; ortholog of mammalian *Hes1*), and *grh* (GO, DNA-binding transcription factor activity, sensory organ development; ortholog of mammalian *Grhl1*). The mRNA expression of these genes was transiently upregulated at 1 h and shut off at 2 h after spaced training in WT flies (Supplementary Fig. 9a). Similarly to *kay* mRNA, *CoRest-F* or *Rpd3* knockdown prolonged the expression of these mRNA up to 2 h after spaced training (Supplementary Fig. 9b–e). These data provide a comprehensive list of activity-dependent genes that are regulated by CoRest-C, Rpd3, and CBP.

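In the nuclear RNA-seq data after optogenetic activation, the 4 genes were higher after 10 min of rest than in naïve flies. The libraries also held RNA of photoreceptor genes such as *ninaE*, so the cells in which the 4 genes rose are not known. *h* (FBgn0001168, chromosome 3L from 8675759 to 8679253 of dm6) rose from 111.6 ± 16.0 to 246.1 ± 6.12 normalized CPM (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.094, adjusted p = 1.78e-10 from edgeR's test). *grh* (FBgn0259211, chromosome 2R from 17801132 to 17842820) rose from 148.5 ± 7.98 to 244.1 ± 19.1, a log2 fold change of 0.72 (standard error 0.095, adjusted p = 1.33e-06). *sr* (FBgn0003499, chromosome 3R from 18090803 to 18135583) rose from 11.6 ± 1.10 to 18.0 ± 1.48, a log2 fold change of 0.64 (standard error 0.15, adjusted p = 0.00225). *Myo31DF* (FBgn0086347, chromosome 2L from 10491814 to 10506779) rose from 45.7 ± 3.61 to 60.4 ± 5.29, a log2 fold change of 0.40 (standard error 0.10, adjusted p = 0.00416). All 4 kept an adjusted p under 0.05 with each of the 6 libraries left out in turn. From 10 to 15 min, *grh* fell by 0.87 on the log2 scale (adjusted p = 8.05e-08), *Myo31DF* fell by 0.44 (adjusted p = 0.00335) and *h* fell by 0.43 (adjusted p = 0.00117), while *sr* rose by 0.87 (adjusted p = 7.85e-05), to 32.8 ± 1.64 CPM. Against naïve flies, *h* was still higher at 15 min (log2 fold change 0.71), whereas *grh* (−0.15, adjusted p = 0.356) and *Myo31DF* (−0.034, adjusted p = 0.892) were not different. *kay* fell by 0.30 between 10 and 15 min (standard error 0.11), which did not pass the threshold after adjustment over all tested genes (adjusted p = 0.0623). Among alternatives chosen after seeing the data, this call changed in a fit of only the 6 libraries compared (log2 fold change −0.32, adjusted p = 0.00965) and without the replicate 3 library at 15 min (−0.40, adjusted p = 0.0267), and over all alternatives the adjusted p of *kay* reached 0.303.

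**Figure D3:**
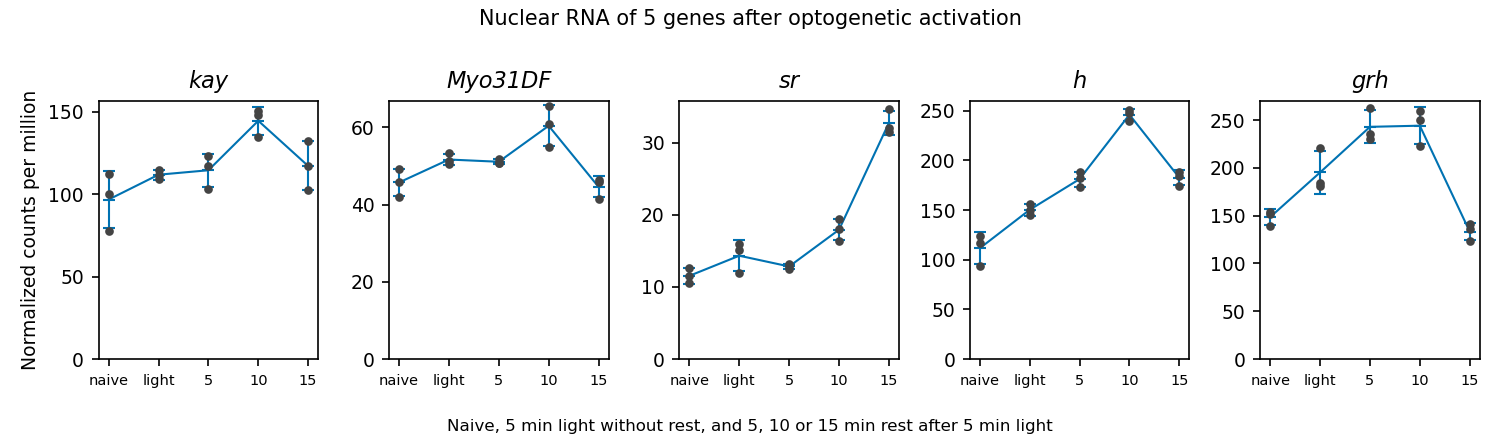
Nuclear RNA of *kay*, *Myo31DF*, *sr*, *h* and *grh* in normalized CPM, in naïve flies, right after 5 min of light and after 5, 10 or 15 min of rest, with a point for each library and a line through the means with SD as error bars (n = 3). *kay*, *Myo31DF* and *h* peak at 10 min of rest, *grh* is as high at 5 min as at 10 min, and *sr* is highest at 15 min.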

### Biological significance of Rpd3/CoRest

Our findings raised the possibility that the transient activity-dependent transcription is tightly regulated through the acetylation of CoRest-C. In support of this idea, knockdown of *CoRest-C* and the *K318R* mutation impaired *kay* mRNA expression after spaced training (Fig. 3b and Supplementary Fig. 10a), as well as *Myo31DF*, *sr, h*, and *grh* (Supplementary Fig. 10b–e). Importantly, these genetic manipulations also impaired the olfactory aversive LTM formation (Fig. 7a, b). Knockdown of *CoRest-C* and the *K318R* mutation did not affect memory which does not require gene expression, 1-day memory after massed training (anesthesia-resistant memory, Supplementary Fig. 11a, c), or 1-h memory after a single training (short-term memory; Supplementary Fig. 11b, d). Therefore, CoRest-C is specifically required for activity-dependent transcription and subsequent memory consolidation to LTM.

**Fig. 7:**
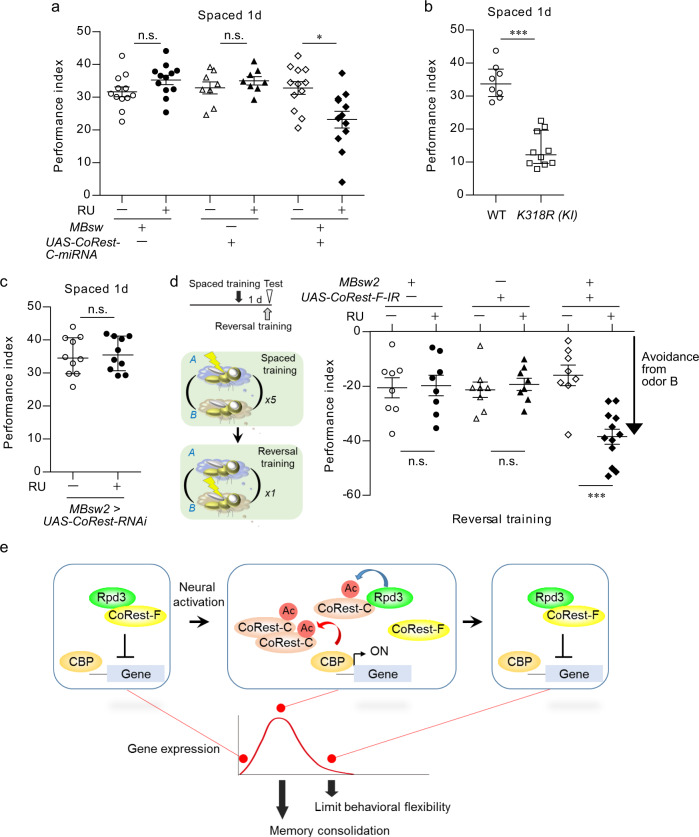
CoRest-C is required for memory consolidation, whereas CoRest-F is required to limit behavioral flexibility. **a**, **b** Dysfunction in *CoRest-C* impaired memory consolidation. The flies with indicated transgenes were fed RU in **a**, or normal food in **b**, and 1-day memory after spaced training was analyzed. **a** A Kruskal–Wallis test (*P* = 0.0027; *n* = 12) followed by Dunn’s multiple comparison test (two sided) was performed. **b** Two-sided Mann–Whitney *U*-test, *P* < 0.0001; *n* = 8–10. *K318R (KI)*, *CoRest-C-K318R* knock-in mutant. **c** Knockdown of *CoRest-F* did not affect memory consolidation. The flies with indicated transgenes were fed RU, and 1-day memory after spaced training was assessed. Two-sided Mann–Whitney *U*-test, *P* = 0.9118; *n* = 10. **d** The flexibility in memory updating was increased by *CoRest-F* knockdown. The flies with indicated transgenes were fed RU, and subjected to spaced training. On the following day, the flies were subjected to reversal learning, in which the association of the odors and shock were alternated, and memory was immediately measured. A Kruskal–Wallis test (*P* = 0.0006; *n* = 12) followed by Dunn’s multiple comparison test (two sided) was performed. **e** Model. Acetylated CoRest-C via CBP, binds to Rpd3 to destabilize the Rpd3/CoRest-F complex. This reaction enables activity-dependent transcription, but is recovered by the deacetylation of CoRest-C by Rpd3. Activity-dependent transcription via the destabilization of Rpd3/CoRest-F is important for memory consolidation, whereas its shutoff by Rpd3/CoRest-F limits the flexibility of memory updating. Data are represented as mean ± s.e.m. n.s., not significant, *P* > 0.05; *P < 0.05; ***P < 0.001, which is based on experimental replicates using different pooled samples, which number is indicated as *n* above. Source data are provided as a Source Data file.

We next addressed the biological significance of Rpd3/CoRest-F-mediated shutoff of activity-dependent transcription in olfactory aversive spaced training paradigm. However, neither *CoRest-F* nor *Rpd3* knockdown affected 1-day memory after spaced training (Fig. 7c and Supplementary Fig. 12a), suggesting that Rpd3/CoRest-F-mediated shutoff of activity-dependent transcription is involved in processes other than memory consolidation. We then asked whether or not the consolidated aversive memory could be flexibly updated, by subjecting the flies to a reversal learning paradigm^44^, in which an odor-shock association was reversed the following day (Fig. 7d). At the immediate test after reversal learning, the control flies adapted to the reversed association, although this behavior was much weaker than that in response to normal training, due to its conflicting nature with the previous spaced training (Fig. 7d). Interestingly, the *CoRest-F* or *Rpd3* knockdown flies more flexibly adapted to the reversed association than the control flies, suggesting that the flexibility in memory updating is increased by *CoRest-F* or *Rpd3* knockdown (Fig. 7d and Supplementary Fig. 12b). Learning itself was not affected by the knockdown of *CoRest-F* or *Rpd3* (Supplementary Fig. 12c, d). Acute knockdown of *CoRest-F* or *Rpd3* after spaced training did not affect reversal learning (Supplementary Fig. 12e). The increased flexibility in memory updating by *CoRest-F* and *Rpd3* knockdown was specific to reversal learning, and was not due to nonspecific sensory experience, since the effects of *CoRest-F* and *Rpd3* knockdown were not observed in memory after exposure to the conditioned odors or unpaired training (Supplementary Fig. 12e–h). These data indicate that Rpd3/CoRest-F is involved in limiting flexibility in memory updating.

## Discussion

In this study, through an interactome analysis of Rpd3 in MB neurons, we provided evidence pointing to the temporal gating mechanism underlying activity-dependent transcription (Fig. 7e). Neural activation induces acetylation of CoRest-C via CBP, which destabilizes the transcriptional repressor complex Rpd3/CoRest-F, enabling activity-dependent transcription for memory consolidation. Given that acetylation of CoRest-C is reversed by Rpd3, resulting in its dissociation from Rpd3, the acetylation of CoRest-C could act as a temporal gating mechanism for activity-dependent transcription. Interestingly, we found that when the function of Rpd3/CoRest-F is impaired, memory consolidation remains intact, but the resulting memory is more flexibly updated by subsequent reversal learning. This suggests that opening and closing the temporal gate for activity-dependent transcription through Rpd3/CoRest is important for memory consolidation and behavioral flexibility, respectively, and proposes the model in which the molecular mechanism acting in memory consolidation could affect the later memory updating by controlling the memory state.

### The downstream event related to the flexibility in memory updating

The observation that Rpd3/CoRest-F dysfunction increases the flexibility in memory updating is derived from the immediate test after reversal learning, which excludes the effect of transcription after reversal learning. Thus, the flexibility in memory is already determined prior to reversal learning, which is presumably enabled via activity-dependent transcription following initial training. IEGs in mammals include many genes encoding transcription factors, such as c-Fos, Egr1, Egr2, and Npas4 (ref. ^6^). Consistently, the genes bound by CoRest-C, CBP, and Rpd3 include transcription-related genes (Fig. S7). This supports the previous model that the first wave of transcription leads to a second wave of transcription, which will be important in neural functioning^6,45^. Although we have not determined whether the second wave of transcription is also affected by knockdown of *Rpd3* or *CoRest-F*, future research should assess both waves in order to further elucidate the causal association between transcription and behavioral flexibility. The recent study demonstrated that olfactory aversive spaced training paradigm using two odors, one odor associated with electric shock and the other not, produces two complementary memories, an aversive memory and a safe-memory, respectively^46^. It will be intriguing to know which memory is affected by reversal learning, and how the activity-dependent transcription fits to the physiological aspects in memory updating.

### The biological significance of the shutoff of activity-dependent transcription

We found that dysfunction in Rpd3/CoRest-F delayed the shutoff of activity-dependent transcription, and resulted in higher flexibility in memory updating, without affecting memory consolidation per se. HDAC2 forms three separate complexes, the CoRest complex, Sin3 complex, and NuRD complex^38^. The NuRD complex is involved in the shutoff of transcription in the cerebellum in mice; however, in contrast to our finding, it is required for a form of classical conditioning, eye-blink conditioning^21^, suggesting that the NuRD-dependent shutoff of transcription is involved in memory formation in mouse cerebellum. Another previous report indicated that inhibition of HDAC2 does not impair memory, but enhances memory in fear conditioning in mice^22^. These seemingly contradictory results may be explained by the different target genes of the three HDAC2 complexes. In addition, recent studies have revealed that the activity-dependent genes differ across cell types^47,48^. Therefore, alternatively, the aforementioned discrepancy may be due to differences in the targeted neurons. Anyhow, our data provide a model describing the behavioral significance of temporal gating for activity-dependent transcription, alongside elucidating its molecular details.

### The temporal gating mechanism underlying activity-dependent transcription

Our results suggest that the acetylation of CoRest-C drives activity-dependent transcription by binding to Rpd3, which destabilizes the Rpd3/CoRest-F complex. The tight regulation of the CoRest-C acetylation, through CBP and Rpd3, can be considered as a gate for activity-dependent transcription. We believe that any biochemical events which switch activity on and off may serve as a temporal gating mechanism, with the acetylation of CoRest-C being one of them. For instance, the acetylation of CoRest-C via CBP is regulated by neural activity, perhaps via a posttranslational modification of CBP such as phosphorylation^49^. The mechanism underlying the activation and inactivation of CBP may also act as a temporal gating mechanism. It is important to note that, although recombinant Rpd3 does not bind to CoRest-C unless deacetylase activity is blocked (Fig. 4c), endogenous Rpd3 binds to CoRest-C in vivo (Fig. 2b). This suggests that the deacetylation activity of Rpd3 is attenuated by neural activation through a posttranslational modification or by binding to unknown molecules. If this is the case, again, the regulation of Rpd3 deacetylase activity may also be one of the temporal gating mechanisms. Nonetheless, given that Rpd3/CoRest-F is the terminal effector in transcriptional repression, and CoRest-C directly regulates the stability of Rpd3/CoRest-F complex, the acetylation of CoRest-C may be a central gating switch for activity-dependent transcription. 

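Of the higher genes with a position, 449 (27.2%) had no binding site of CoRest-C, CBP or Rpd3 in their body or 1 kb upstream. The 307 with sites of all 3 proteins had a median log2 fold change of 0.50 at 10 min of rest and a median gene length of 12.1 kb, against 0.59 and 4.55 kb for the other 1343. They were called lower at 15 min than at 10 min for 53.4%, and the other higher genes for 48.5%, a difference that was not tested. Their median log2 fold change from 10 to 15 min was −0.33, against −0.36 for the other higher genes (permutation test, two-sided, p = 0.158). A larger fall at genes with all 3 proteins was therefore not found.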

We note that approximately one-fifth of activity-dependent upregulated genes are bound by CoRest-C (338/1582 genes), suggesting that alternative mechanisms may act on other gene loci.

While a greater degree of flexibility in memory updating may be advantageous for animals to adjust their behavior, it may fail to preserve the important information inherent to past memory. These conflicting requirements for memory updating and the preservation should be balanced by some molecular mechanism. Here, we have demonstrated that the shutoff of activity-dependent transcription during the initial memory consolidation actively limits the flexibility of the later memory updating. The resulting limited flexibility in memory updating may have been beneficial for flies to preserve consolidated memory. This function, enabled by the Rpd3/CoRest complex, may be evolutionarily conserved in mammalian Rcor3, which is one of the orthologs of *Drosophila* CoRest, and possibly expressed in a full-length isoform and an isoform with only a C-terminal domain (the Ensembl database). Given that the flexibility in memory may be tightly linked to the development of human behavior, our study may lay the foundation for an additional model of autism spectrum disorder or intellectual disability, linked to the shutoff of activity-dependent transcription.

## Methods

### Ethics statement

The study design was approved by the appropriate ethics review board by Kyoto University.

### Fly stocks and culture conditions

The RNAi lines were obtained as follows: the *UAS-Rpd3-IR* (30600), *UAS-CBP-IR* (105115), and *UAS-Mi-2-IR* (107204) lines from the Vienna *Drosophila* RNAi Center (Vienna, Austria); the *UAS-CoRest-IR* line (3878R-3) from the National Institute of Genetics (Shizuoka, Japan). The *MBsw* line^33^ was obtained from R. Davis; and the *UAS-nlsGFP, UAS-IVS-CsChrimson.mVenus*^39^*, LexAop-IVS-CsChrimson.mVenus*, *UAS-dTRPA1* (ref. ^34^), *UAS-IVS-myr::tdTomato, vas-Cas9* (ref. ^50^) lines from Bloomington *Drosophila* Stock Center (Indiana, USA), and the attp2 line from Kyoto DGGR (130390, Kyoto, Japan)^51^. The *lexop-FLAG-KASH* and *MBp-LexA* lines were previously described^43^. The *MBsw2* flies were generated, which eliminate the leaky expression of *MBsw*, since *CoRest-RNAi* induced by original *MBsw* was effective even in uninduced condition (Supplementary Fig. 13; see below for details of plasmid construction). The *CoRest-C::myc* knock-in, *MBsw2*, *UAS-Rpd3::FLAG-HA*, *UAS-CoRest-C::myc* (WT or K/R mutant), *UAS-CoRest-C-miRNA*, and *UAS-CoRest-C::FLAG-HA* lines were obtained via germline transformation using standard procedures. The *CoRest-K318R* mutant flies was obtained via germline transmission using *vas-Cas9* flies by injecting pCFD4-CoRest-2xgRNA and the donor plasmid, pCoRest::K318R (see below for details regarding plasmid construction). The *CoRest-K318R* mutation was confirmed by sequencing genomic DNA fragments amplified via polymerase chain reaction (PCR). Fly lines used in this study were outcrossed with our wild-type control line, w(CS10)^52^, for at least five generations before use.

Flies were raised under a 12-h light:dark cycle, at a temperature of 25 °C and humidity of 60%. All experiments were performed during the light cycle. Flies carrying MBsw were raised at 20 °C to reduce the possibility of leaky expression. RU486 (RU; Mifepristone, Sigma, St. Louis, MO, USA) was dissolved in ethanol and mixed with fly food, to a final concentration of 0.5 mM RU. All-*trans*-retinal (Sigma, St. Louis, MO, USA) was dissolved in ethanol and mixed with fly food, at a final concentration of 0.4 mM all-*trans*-retinal. The flies were fed these food for 3 days prior to each experiment. For cycloheximide (CHX)-feeding, Whatmann 3MM filter paper was soaked with a 5% sucrose solution containing 35 mM CHX and 0.5 mM RU, and flies were reared on the paper for 1 day.

### Plasmid constructs

To construct the UAS-Rpd3::FLAG-HA plasmid, oligonucleotides carrying the sequence of 3xGlycine linker (3xGGGS)-fused 2xFLAG-2xHA were used for PCR amplification of the coding region of Rpd3 from cDNA, which was cloned into the *Eco*RI–*Xba*I-digested pUAST vector^53^, resulting in pUAS-Rpd3-2xFLAG-2xHA. The UAS-CoRest-C::FLAG-HA was obtained similarly. To construct the pUAST-CoRest-C::myc plasmid, oligonucleotides carrying the sequence of 3xGlycine linker (3xGGGS) was used to amplify 9xmyc fragments via PCR using pYM6 carrying 9xmyc^54^, which was cloned into the *Xho*I–*XaI*-digested pUAST vector, resulting in pUAST-9myc. The coding region of CoRest-C was amplified by PCR from cDNA, and cloned into the *Bgl*II–*Xho*I-digested pUAST-9myc vector, resulting in pUAST-CoRest-C::myc. The pUAST-CoRest-F::myc plasmid was similarly obtained. The pUAST-CoRest-C::myc plasmids carrying the K36/303R, K318R, or K36/303/318R (triple K/R) mutation were generated by introducing substitution mutations by PCR. The CoRest-C::myc plasmid used to detect endogenous expression of CoRest-C (Fig. 1d) was obtained by cloning the genomic region of CoRest-C, including 2 kb of 5′UTR and 1 kb of 3′UTR, with 9xmyc insertion at the C terminus, into the *Sph*I–*Pst*I-digested pUAST, which excluded the UAS sequence.

The pET28a-CoRest-F::myc plasmid, which was used to express the recombinant CoRest-F protein in *Escherichia coli* (Fig. 4b), was obtained by cloning the CoRest-F::myc fragment amplified by PCR from the pUAST-CoRest-F::myc plasmid, into the *Bam*HI–*Hin*dIII-digested pET28a (Sigma, St. Louis, MO, USA). The pFastBac-Rpd3::FLAG-HA plasmid, which was used to express the recombinant Rpd3 protein in Sf9 insect cells (Fig. 4a, c), was obtained by cloning the Rpd3-2xFLAG-2xHA fragment amplified by PCR from the pUAST-Rpd3-2xFLAG-2xHA plasmid, into the *Spe*I–*Xho*I-digested pFastBac (Thermo Fisher Scientific, San Jose, CA, USA). The pFastBac-Rpd3::FLAG-HA plasmid carrying the H137A mutation was generated by introducing substitution mutations by PCR.

The pWALIUM20-CoRest-C plasmid, which was used to induce miRNA-based knockdown of *CoRest-C*, was obtained by cloning oligonucleotides carrying the sequence of the specific exon of *CoRest-C* into the *Nhe*I–*Eco*RI-digested pWALIUM20 vector (*Drosophila* Genomics Resource Center, IN, USA). To obtain the pMBsw2 plasmid, firstly a DNA fragment containing 247 bp of the sequence from the *Mef2* gene (which is an enhancer active in MB neurons) and the *hsp70Bb* minimal promoter was amplified by PCR from the pMBpLexA-lexop-FLAG-KASH plasmid^43^, which was cloned to the *Sph*I–*Bgl*II-digested pUAST, eliminating the UAS sequence, resulting in pMBp. Oligonucleotides carrying the sequence of LexA hinge domain (a.a. 71–98)^55^ was used to amplify the DNA-binding domain of Gal4 (a.a. 1–64) by PCR from the pBPGAL4.2Uw-2 plasmid (Addgene no. 26227). The progesterone receptor ligand-binding domain fused to p65 activation domain was amplified by PCR from pSwitch #1 (*Drosophila* Genomics Resource Center, IN, USA). These two fragments were cloned into the *Bgl*II–*Xho*I-digested pMBp plasmid, resulting in pMBsw2 (Supplementary Fig. 13).

To construct the pCFD4-CoRest-C-K318R-2xgRNAs, two gRNA target sequences were added to the fragment amplified from pCFD4 (Addgene no. 49411), as previously described^50^. The PCR fragment was cloned into the *Bbs*I-digested pCFD4, resulting in pCFD4-CoRest-C-K318R-2xgRNAs. The sequences of gRNAs targeting nearby the K318 of *CoRest-C* were 5′-gagcgcgattttcttcgccgg-3′ and 5′-gcggctgctcggcgacgggc-3′. To construct the donor plasmid, pCoRest-C-K318R, the 1.5 kb genomic region containing CoRest-K318 was amplified, with introduction of K318R mutation. Substitutions of PAM sequences without changing amino acid sequence were included. This 1.5 kb fragment was cloned into the *Kpn*I–*Sac*I-digested pBluescript SK-(−) vector, resulting in the donor plasmid.

### Thermogenetic and optogenetic manipulation

For thermogenetic neural activation, the vials containing the dTRPA1-expressing flies were transferred to the incubator at 35 °C, and the flies were immediately frozen in the liquid nitrogen at the indicated time. Optogenetic neural activation was induced to the CsChrimson-expressing flies, which were fed 0.4 mM all-*trans*-retinal for 3 days, and the flies were frozen in the liquid nitrogen after red light illumination. Light illumination was performed in the clear plastic vials surrounded by four red-emitting light-emitting diodes (LEDs) (617 nm) (SP-03-E4; Luxeon StarLEDs, Brantford, ON, Canada) as previously described^18^. Pulsed illumination was applied at 40 Hz with a pulse-width of 12.5 ms.

### Shotgun LC-MS/MS analysis

The analyzed proteins were prepared by tandem-tag affinity purification using approximately 2000 fly heads. The head extracts were prepared in extraction buffer (20 mM Tris-HCl at pH 8.0, 100 mM NaCl, 0.1% *n*-dodecyl-β-d-maltoside (DDM), 1 mM EDTA, Complete Protease Inhibitor Cocktail (Sigma, St. Louis, MO, USA), 1 mM PMSF, and 5 mM sodium butylate), which were homogenized and sonicated. The extracts were immunoprecipitated with ANTI-FLAG M2 Affinity Gel (Sigma, St. Louis, MO, USA) for 2 h at 4 °C, and the beads were washed three times. The bound proteins were released in the extraction buffer containing 150 μg/mL of 3xFLAG peptides (F4799, Sigma, St. Louis, MO, USA), and further immunoprecipitated with anti-HA antibody-conjugated magnetic beads (88837; Thermo Fisher Scientific, San Jose, CA, USA) for 2 h at 4 °C. The bound proteins were eluted by incubating in the urea buffer (100 mM TEAB at pH 8.5, 8 M urea, 0.1% Rapigest SF) for 30 min at RT.

Peptide sample preparation and nano flow-liquid chromatography tandem mass spectrometry was performed as described previously^56^ with some modification. In brief, the eluted proteins were digested with 10 μg/mL modified trypsin (Sequencing grade, Promega), and for posttranslational analysis for acetylation, the CoRest IP fractions were subjected to in-gel digestion with 10 μg/mL modified trypsin (Sequencing grade, Promega) and Glu-C Protease (MS Grade, Thermo Scientific) at 37 °C for 16 h. The digested peptides were desalted with in-house made C18 Stage-tips, dried under a vacuum, and dissolved in 2% acetonitrile and 0.1% formic acid. The peptides mixtures were then fractionated by C18 reverse-phase chromatography (3 μm, ID 0.075 mm × 150 mm, CERI). The peptides were eluted at a flow rate of 300 nL/min with a linear gradient of 5–35% solvent B over 60 min.

The raw files were searched against the *Drosophila melanogaster* dataset (Uniprot Proteome Drosophila Melanogaster 2017.02 downloaded) with the common Repository of Adventitious Proteins (cRAP, ftp://ftp.thegpm.org/fasta/cRAP) using the MASCOT version 2.6 (Matrix Science) via Proteome discoverer 2.1. with a false discovery rate (FDR) set at 0.01. Carbamidomethylation of cysteine, oxidation of methionine, and acetylation of protein N-termini were set as fixed modification. For identification of lysine acetylation site, both acetylation (42.0106) and tri-methylation (42.0470) of lysine were included as variable modifications. Number of missed cleavages site was set as 2. The measurement of the amount of the identified peptides, including CoRest, was performed with skyline^57^. The amount of immunoprecipitated Rpd3 was determined by Proteome discoverer 2.1. The relative amount of the peptides were then determined (Fig. 1c and Supplementary Table 1) by dividing each amount of the peptides in the TRPA1-activated samples by those in the untreated samples, whose value is further normalized by the amount of Rpd3.

### Immunoprecipitation

The head extracts from 50 to 100 flies were prepared as above, and immunoprecipitated with anti-HA antibody-conjugated magnetic beads (88837; Thermo Fisher Scientific, San Jose, CA, USA) for 2 h at 4 °C. The beads were washed three times with extraction buffer, and the eluted proteins were analyzed by western blot analysis.

In pull-down assay, the recombinant CoRest-F::myc proteins expressed in *E. coli* cell were immunoprecipitated with anti-myc antibody-conjugated magnetic beads (88843; Thermo Fisher Scientific, San Jose, CA, USA), in extraction buffer for 2 h at 4 °C. The recombinant Rpd3::HA proteins expressed in Sf9 cells were immunoprecipitated with anti-HA antibody-conjugated magnetic beads in phosphate-buffered saline containing 0.01% Triton X-100 supplemented with Complete Protease Inhibitor Cocktail, 1 mM dithiothreitol, and 1 mM PMSF for 2 h at 4 °C. The beads bound by CoRest-F::myc or Rpd3::HA were washed three times, and mixed with the fly extracts. The fly extracts were prepared as above in extraction buffer with or without sodium butylate. After 2-h rotation at room temperature, the beads were washed three times with extraction buffer, and the eluted proteins were analyzed by western blot analysis.

### Separation of the chromatin-associating proteins

The nuclei from heads were prepared using a Teflon/glass homogenizer in extraction buffer without DDM and EDTA. The homogenate was filtered through 100 μm nylon mesh to remove cuticles, and the nuclei were precipitated by centrifugation at 2.3 krfc for 1 min. After the cytosolic proteins in the supernatant were removed, the nuclei were dissolved in extraction buffer without EDTA, containing 10 mM MgCl_2_ to precipitate the chromatin and 0.1% DDM to break the nuclear envelop. The chromatin fraction was separated from the nuclear-soluble fraction by centrifugation at 20 krfc for 5 min, and the chromatin-associating proteins were solubilized from the pellets by sonication, in extraction buffer. Each fraction was subjected directly to western blot analysis, or to immunoprecipitation with 20 μL of Protein A/G Agarose (Thermo Fisher Scientific, San Jose, CA, USA) and 4 μg anti-acetyl lysine antibody (ab21623; Abcam, Cambridge, MA, USA), followed by washes for three times and western blot analysis.

### Generation of antibody

The anti-Rpd3 and anti-CBP antibodies were raised against the C-terminal 124 amino acids of Rpd3 and the N-terminal 1000 amino acids of CBP, respectively, by Japan lamb (Hukuyama, Hiroshima, Japan). Sera were collected and affinity-purified using a resin conjugated with the antigens. The anti-CoRest antibody raised against the amino acids 634–820 was provided by G. Mandel^58^. The antibodies used in western blot analysis were rabbit anti-CoRest antibody at a 2000-fold dilution; mouse monoclonal anti-myc antibody (626802; BioLegend, San Diego, CA, USA) at a 500-fold dilution; rabbit monoclonal anti-HA antibody (3724; Cell Signaling Technology, Beverly, MA, USA) at a 1000-fold dilution; mouse monoclonal anti-HA antibody (901515; BioLegend, San Diego, CA, USA) at a 1000-fold dilution; rabbit anti-histone H3 antibody (ab1791; Abcam, Cambridge, MA, USA) at a 4000-fold dilution, and mouse anti-α-tubulin antibody (T6199; Sigma, St. Louis, MO, USA) at a 20,000-fold dilution.

### Quantification of the images of western blot

Images were quantified by Image J (NIH, USA). In the coimmunoprecipitation and pull-down experiments, the band intensities of the coimmunoprecipitated proteins (e.g. CoRest-F) were divided by those of immunoprecipitated proteins (e.g. Rpd3). For CoRest quantification, CoRest-F appeared as two bands in western blotting, which correspond to the full-length isoform and the isoform without exons 6 and 7 (FlyBase, http://flybase.bio.indiana.edu/). Because the two bands of CoRest-F behave similarly, only those of the lower band are measured. In the chromatin fractionation experiments, the band intensities of the chromatin-associating CoRest-C was divided by those of the nuclear-soluble CoRest-C (Fig. 5d, f, g). The relative amount of acetylated CoRest-C was determined as the band intensity of each sample divided by that of WT after optogenetic activation (Fig. 5d, f, g).

### Quantification of transcripts (RT-qPCR)

Total RNA was extracted from 30 heads using TRIzol reagent (Thermo Fisher Scientific, San Jose, CA, USA), and 125 μg of RNA was used to synthesize cDNA using ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO, Osaka, Japan). The cDNAs were then analyzed via quantitative real-time PCR (Bio-Rad Laboratories, Hercules, CA, USA). Transcripts of *rp49* were used for normalization. The sequences of the primers are listed in Supplementary Table 10.

### Immunohistochemistry

Staining of pERK was performed as previously described^18^ using rabbit monoclonal anti-pERK antibody (4376; Cell Signaling Technology, Beverly, MA, USA) at a 100-fold dilution. Other staining experiments were also performed as previously described^18^. The following primary antibodies were used: rabbit anti-CoRest antibody at a 100-fold dilution; rabbit monoclonal anti-myc antibody (2278; Cell Signaling Technology, Beverly, MA, USA) at a 100-fold dilution; mouse nc82 antibody (Developmental Studies Hybridoma Bank, Univ. Iowa, USA) for the detection of the presynaptic protein Bruchpilot at a 50-fold dilution; rabbit anti-DsRed antibody (632496; Takara, Shiga, Japan) at a 200-fold dilution; and chicken anti-GFP antibody (ab13970; Abcam, Cambridge, MA, USA) at a 2,000-fold dilution. The following secondary antibodies were used at 500-fold dilutions: donkey anti-chicken immunoglobulin Y (IgY) Alexa 488 antibody (703-545-155; Jackson ImmunoResearch Labs, Inc., West Grove, PA, USA), donkey anti-mouse IgG Alexa Fluor 488 antibody (715-545-150; Jackson ImmunoResearch Labs, Inc., West Grove, PA, USA), and donkey anti-rabbit IgG Cy3 antibody (711-166-152; Jackson ImmunoResearch Labs, Inc., West Grove, PA, USA). Images were captured using a confocal microscope LSM780 (Zeiss Microsystems, Jena, Germany) or FV1000 (Olympus, Tokyo, Japan).

### Purification of MB nuclei

Approximately 500 flies expressing FLAG-KASH in the MBs were used for ChIP-seq analysis, as previously described with some modifications^43^. Heads were collected and homogenized in crosslinking buffer (15 mM Hepes-KOH at pH 7.5, 100 mM NaCl, 0.25 M sucrose, 0.1% NP40, 1 mM dithiothreitol, and 1 mM PMSF) containing 1% formaldehyde, and Complete Protease Inhibitor Cocktail (Sigma, St. Louis, MO, USA) using a Teflon/glass homogenizer. The homogenate was left on ice for 15 min. Crosslinking was quenched by adding 125 mM glycine, and the homogenate was filtered through 40 μm nylon mesh to remove cuticles. The nuclei were rinsed three times in ChIP buffer (20 mM Tris-HCl at pH 8.0, 100 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS) containing 0.25 M sucrose. The nuclei were then dissolved in ChIP buffer, containing 0.25 M sucrose, Complete Protease Inhibitor Cocktail and 1 mM PMSF, briefly sonicated to dissociate the individual nuclei, and immunoprecipitated with ANTI-FLAG M2 Affinity Gel (Sigma, St. Louis, MO, USA) for 2 h at 4 °C. The beads were rinsed four times in extraction buffer, with 5 min nutation at 4 °C between washes, and subjected to ChIP analysis.

### ChIP-seq analysis

The ChIP-seq analysis was performed as previously described^43^. The purified MB nuclei dissolved in ChIP buffer were sonicated using a Q500 Sonicator (QSonica, Newtown, CT, USA), at a power setting of 20%, for a total of 3 min, resulting in fragmentation of DNA at the average length of 400 bp. The extracts were centrifuged to remove insoluble materials including the M2 Affinity Gel, and the supernatants were used for immunoprecipitation with 10  μL of Protein A/G Agarose (Thermo Fisher Scientific, San Jose, CA, USA) and the following antibodies: 4 μL of rabbit monoclonal anti-myc (2278; Cell Signaling Technology, Beverly, MA, USA), 0.5 μg of anti-CBP, or 3 μg of anti-Rpd3 antibodies. After overnight incubation at 4 °C, the beads were washed four times with high-salt buffer (20 mM Tris-HCl at pH 8.0, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS), with 5 min nutation at 4 °C between washes. The beads were rinsed with 1× TE buffer (10 mM Tris-HCl at pH 8.0, and 1 mM EDTA), and the immunoprecipitates were eluted with 1× TE buffer containing 1% SDS. Crosslinking was reversed by incubation at 65 °C for 6 h. Next, samples were incubated with 0.1 mg/mL Proteinase K (Takara, Shiga, Japan) at 55 °C for 1 h, the DNA was extracted once with phenol:chloroform and once with chloroform, and then ethanol-precipitated. The resulting DNA (ChIP DNA) was used to prepare a library using NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs Inc., Ipswich, MA, USA), according to the manufacturer’s instructions. Paired-end reads were generated for ChIP and input DNA in HiSeq X ten (Illumina, San Diego, CA, USA).

### RNA-seq analysis

The MB nuclei collected as above were treated with 0.1 mg/mL Proteinase K (Takara, Shiga, Japan) in 1× TE buffer containing 1% SDS at 65 °C for 4 h. The RNA was extracted once with phenol:chloroform and once with chloroform, and then ethanol-precipitated. DNA was digested with DNase, and mRNA was collected using Oligo d(T)25 Magnetic Beads (New England Biolabs Inc., Ipswich, MA, USA), according to the manufacturer’s instructions. The obtained mRNA was used to generate a library using NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs Inc., Ipswich, MA, USA), according to the manufacturer’s instructions. Paired-end reads were generated in HiSeq X ten (Illumina, San Diego, CA, USA).

### Bioinformatic analysis

Read quality was first assessed using FastQC (version 0.11.4) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and proceeded to adaptor trimming using trimmomatic^59^, followed by mapping to the *Drosophila* reference genome, dm6 from UCSC using STAR^60^. The reads with low mapping quality below 8 and the non-primary mapped reads were eliminated. The summary of the mapping rate is shown in Supplementary Table 9. For ChIP-seq, the retained reads (3.6–13.7 million reads) were used for peak calling with MACS^61^ on Strand NGS software (Agilent Technologies, Palo Alto, CA, USA), using a default setting except for the following parameters; 10^−4^ as a *P* value cutoff, and 3 as a enrichment factor. The binding sites were determined when the peaks were overlapped in at least two out of three biological replicates from the optogenetically activated samples. Aggregate gene plot was shown by ngs.plot^62^ using the same retained reads as those used for peak calling. GO (gene ontology)-enriched groups were determined on WebGestalt (WEB-based GEne SeT AnaLysis Toolkit)^63^. For RNA-seq, the filtered reads (12.2–20.0 million reads) were analyzed with HTSeq-count^64^ to obtain numbers of the reads mapped on exons, which was further analyzed on R using DESeq2. The gene counts (the sum of the read counts on exons) were normalized via DESeq2, which were used to generate heatmap using Treeview^65^ (Fig. 6g).

### Behavioral assay

Aversive olfactory conditioning was performed as previously described^29,66,67^. Briefly, approximately 70 flies were placed in a training chamber, where they were exposed to odors and electrical shocks. During single-cycle training, either 3-octanol (OCT) or 4-methylcyclohexanol (MCH) was paired with electrical shocks (60 V, 1.5-s pulses every 5 s) for 1 min, while the remaining odor was not. For testing, flies were placed at a choice point between the two odors for 1.5 min. A performance index (PI) was calculated so that a 50:50 distribution (no memory) yielded a PI of zero, while a 0:100 distribution away from the shock-paired odor yielded a PI of 100. Individual performance indices were calculated as the average of two experiments, in which the shock-paired odor was alternated.

Spaced and massed training were performed using an automated computer system, which controlled both electric shock and odor application to flies. Spaced training consisted of five single-cycle training sessions (5× spaced training), with a 15-min rest interval between each session^68^. Massed training was performed as five single-cycle training sessions without rest intervals. The trained flies were maintained at 17 °C until testing. Memory was manually quantified as described above.

Reversal learning was performed as previously described^44^. The spaced trained flies were subjected to another training with reversed contingency of the CS–US association, in which the odor previously paired with electrical shocks is not paired with shocks, but the other odor previously unpaired with shock is paired with shocks. The flies were tested immediately after reversal learning. In control experiments (Supplementary Fig. 12e–h), the spaced trained flies were subjected to exposure to the conditioned odor and the unconditioned odor for 1 min, or to unpaired training in which electrical shocks (60 V, 1.5-s pulses every 5 s) for 1 min were delivered to the flies, followed by rest interval for 30 s, exposure to the conditioned odor for 1 min, and the unconditioned odor for 1 min. The flies were then immediately tested.

### Statistical analysis

No statistical calculations were used to predetermine sample sizes. Our sample sizes are similar to those generally used in this field of research. Flies from each cross were randomly assigned into treatment groups, where possible. All samples were numbered and the investigators were blinded. Statistical analyses were performed using Prism version 5.0. For behavioral data analysis, Mann–Whitney *U*-test was used for comparisons between two groups, and Kruskal–Wallis test followed by Dunn’s multiple comparison test was used for comparisons among multiple groups. For analyses of qPCR and western blot, Paired *t*-test was used for comparisons between two groups, and one-way ANOVA followed by Tukey’s multiple comparisons was used for comparisons among multiple groups. *P* values <0.05 were regarded as statistically significant. All data are presented as the mean ± s.e.m. Each experiment was successfully reproduced at least two times and performed on multiple days.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information Files) or deposited. The GEO accession number for the ChIP-seq and RNA-seq data reported in this paper is GSE150642. All mass spectrometry data have been deposited to ProteomeXchange Consortium via jPOST with the accession number PXD021294 and JPST000948, respectively. Source data are provided as a Source Data File.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

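Chromatin and nuclear RNA of MB nuclei of *Drosophila* heads were measured in 34 samples: 18 ChIP-seq samples of CoRest-C, CBP and Rpd3 from naïve flies and flies illuminated for 5 min, 1 sample of input DNA, and 15 nuclear RNA-seq libraries from naïve flies and from flies taken 0, 5, 10 or 15 min after 5 min of red light, with 3 replicates in each group. Conditions and replicates were taken from the sample labels and the paper. The date or batch in which each sample was prepared is not named in the paper's text, and no test for batch was made.

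For RNA-seq, the authors deposited counts of reads on the exons of each gene, without normalization, made with STAR on dm6 and HTSeq-count after removal of reads of low mapping quality. The paper's text does not name the strand setting, so genes that overlap on opposite strands may share reads. The authors also deposited a table of p-values, adjusted p-values (q-values) and log2 fold changes per gene from DESeq2. That table does not name its groups, and its counts of genes are those the paper gives for 10 min of rest against naïve flies. For ChIP-seq, the authors deposited the −log10 of the p-value and the fold enrichment of each binding site as MACS gave them, for peaks found in at least 2 of 3 illuminated replicates. The read coverage of the samples and the peaks of each replicate were not used here.

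From the counts, library sizes were scaled with TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1), genes with low counts were removed with its default filter by group, and 11670 of the 15634 genes with at least 1 count were tested with the quasi-likelihood test on 1 fit of the 5 groups without covariates. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Standard errors of log2 fold changes were calculated back from the fold change and the F statistic of this test. Normalized CPM are counts scaled to a common library size with the TMM factors. Adjusted p-values of genes given without another name are from this test. Totals of 10392334 to 18809246 counts per library and a coefficient of variation between replicates near 13.4% set the precision. On counts simulated from the means, spreads and sizes of these libraries, the test called 165 of 200 changed genes (82.5%) among 11670, of which 90 of 100 genes changed by a log2 fold change of 2 and 75 of 100 changed by 1, and 11 unchanged genes (6.25% of calls). With nothing changed, at most 1 gene was called in any of the comparisons. DESeq2 1.42.0 called 168 of the 200 changed genes in the same simulation.

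Principal components were taken on log2 CPM with a prior count of 2. Shares of the sum of squares between groups were tested against all partitions of the libraries. Overlaps of binding sites needed at least 1 bp and were tested against 1000 random placements. A gene counted as bound when a site overlapped its body or 1 kb upstream, and the counts were tested with Fisher's exact test against the tested genes not called higher and against 10000 random lists matched on mean expression. Overlap code was tested on simulated sites, where it found 700 of 700 planted overlaps. These steps used Python 3.11 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

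The groups, the tests, the alternatives and the rule for named genes were set before the data were examined, apart from those that the text calls chosen after seeing the data. For single genes, the alternatives set beforehand covered *kay*, *Myo31DF*, *sr*, *h* and *grh* at 10 min of rest, without upper quartile scaling. Upper quartile scaling for these genes, and all alternatives for other named genes, for the gene lists and for changes of genes from 10 to 15 min, were chosen after seeing the data. The rule named every gene of the paper's ChIP-seq and RNA-seq sections, the genes of the proteins studied (*CoRest*, *Rpd3* and *nej*, which encodes CBP), and at 10 min of rest the 5 genes with the largest and the 5 with the smallest log2 fold change among the 2921 that were called, had all libraries of a group on one side of the other and had a mean of at least 1 log2 CPM. It also named 6 lists of genes: activity-regulated transcription factors, heat shock and stress genes, and genes of photoreceptors, glia, fat body and MB neurons. Lists of male accessory gland genes, the dosage compensation RNAs *roX1* and *roX2*, and 56 genes of cuticle protein families were added after the fold changes of other genes had been seen. A group with at most 3 counts of a gene in each library was treated as at the floor, and a fold against it as a bound. Fitted folds are printed beside the bounds, and alone for the rise of *PebII* from 10 to 15 min.

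The alternatives were DESeq2 with its size factors, library size alone or upper quartile scaling, no filter or a filter of 10 counts in every library, only the 6 libraries compared, the replicate number as a block, other thresholds, each library left out in turn, other windows and overlap rules, sites above the median score, and other gene assignments and backgrounds. Gene ontology enrichment, the RT-qPCR and the other assays of the paper were not analysed here.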

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

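The tests of the share of males, of transgene DNA, of photoreceptors and MB nuclei between 10 and 15 min, of the cuticle genes and of all splits of the libraries but those of 5 against 10 min were chosen after the result was seen, as were the comparison of 5 with 10 min and the conditions that the accessory gland list match *Peb* right after the light and that the cuticle list also be lower than in naïve flies.

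Heat shock genes had the largest increases at 10 min among the genes chosen by the fixed rule, and the paper's RNA-seq section does not name them. The median log2 fold change of the 15 tested genes of the heat shock and stress list was 4.70 at 10 min of rest (15 of 15 higher, all called over all genes and 15 adjusted over the list alone), 2.25 right after the light, 4.79 at 5 min and 4.36 at 15 min. Heat or handling during illumination predicted a joint rise above 0.5, and the value of 4.70 is what it needs. From 10 to 15 min the genes chosen by their increase at 10 min declined: the log2 fold change was −0.46 for *Hsp70Bbb*, −0.61 for *alphagamma-element:CR32865*, −0.40 for *Hsp70Aa*, −0.39 for *Hsp70Bc* and −0.64 for *Hsp70Ab*. These are values of near-identical copies, each of which is uncertain. Illuminated flies that lack CsChrimson were not used here, so warming, handling and neural activity all stay open as sources of the rise.

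The change after 10 min was not a plain return. Between 10 and 15 min, 1978 genes differed, against 221 between 5 and 10 min, and in each comparison only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, while the other splits gave 0. With 10 splits this share cannot fall under 0.1, but counts simulated with nothing changed gave at most 1 call in any of 6 comparisons. Among the named genes *Myo31DF* (−0.44), *h* (−0.43) and *grh* (−0.87) fell on the log2 scale, while *sr* rose by 0.87, and *Hr38*, an activity-regulated gene that the paper does not name, rose by 1.60 (adjusted p = 1.9e-07 from edgeR's test, called with each library left out) after no call at 10 min (0.35, adjusted p = 0.176).

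Between 10 and 15 min, the photoreceptor list rose with a median log2 fold change of 0.68 (14 of 14 higher, all called over all genes and 14 adjusted over the list alone), from 0.63 to 0.72 over the alternatives, with *ninaE* at 0.77 and *Arr2* at 0.78. Fat body genes rose by a median of 0.47 (4 of 5), with *Lsp2* at 2.07, and glial genes did not (−0.089, 3 higher and 5 lower, 0 called over all genes or over the list alone). A lower share of MB nuclei in the 15 min libraries, with the mix of other cells unchanged, would raise photoreceptor and glial genes alike. Yet the medians differed by 0.765 (exact permutation test over 319770 divisions of the 22 genes, two-sided, p = 0.000263, adjusted p = 0.000788 over 3 tests). The genes share the same libraries and are not independent replicates, so this p does not measure the spread between libraries. The glial median of −0.089 therefore argues only against a lower share with an unchanged mix. From 10 to 15 min the MB neuron list had a median of 0.050 (9 higher and 3 lower). More RNA of photoreceptors at 15 min is a candidate source of part of the 783 increases, and whether these cells contributed more RNA or expressed their genes more stays open.

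*Peb*, *PebII*, *Sfp87B* and *Cyp4g1* had the largest decreases at 10 min among the genes chosen by the fixed rule. In that order they rose again by 6.46, 6.40, 5.77 and 3.03 on the log2 scale to 15 min. The rule leaves out genes with a mean under 1 log2 CPM. *PebII* was at the floor at 10 min, so its rise is a fitted value without a bound. With each library left out in turn, the rise of *Sfp87B* lay between 5.23 and 9.27 and that of *Peb* between 5.81 and 7.29. The rise of *PebII* lay between 6.17 and 6.69 and that of *Cyp4g1* between 2.80 and 3.30. *Peb* had 114.3 ± 8.32 normalized CPM in naïve flies, 45.2 ± 5.46 right after the light, 0.198 ± 0.123 after 5 min, 0.237 ± 0.221 after 10 min and 20.7 ± 3.80 after 15 min (SD, n = 3 each). The male accessory gland list was also lower, with a median of −3.88 at 10 min with genes at the floor set at their bound (fitted median −5.61, 8 of 8 lower, 6 called over all genes and 7 adjusted over the list alone), but its time course differed: right after the light it was already at −4.28 with bounds (fitted median −5.90), when *Peb* was at −1.34, and at 15 min its fitted median was −1.80. Heads were collected for the nuclei and these genes are expressed in abdomens. A lower share of males is argued against by *roX1*, which rose by 0.26. RNA carried over from abdomens predicted that list genes would be counted in every naïve library and fall with these. All 8 were counted in every naïve library and were lower at 10 min, and 6 were called lower over all genes. However, the earlier fall of the list goes against a single source with a fixed mix of these RNAs. RNA from abdomens and other causes therefore cannot be told apart. Whether the flies of the groups differed in another way, and any biological cause, were not tested.

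*Pxd*, *CG5172*, *CG13043*, *Acp1* and *kkv*, chosen after their values were seen, had increases at 10 min of 2.41, 2.61, 2.74, 1.64 and 1.52 and then changed within 5 min by log2 fold changes of −5.83, −5.56, −4.78, −4.08 and −3.68. They ended below naïve flies, *Pxd* by a log2 fold change of −3.42. Scaling is argued against, since at least 98.97% of each fall was left with library sizes alone or upper quartile scaling. If transcription had stopped at 10 min, the fall of *Pxd* would need a half-life of 0.858 min and that of *kkv* 1.36 min, and no table here gives the half-lives of these RNAs, so such a loss and other sources cannot be told apart. The 56 tested genes of the cuticle protein families Cpr, Ccp84 and Twdl fell from 10 to 15 min with a median of −0.78 (46 of 56 lower, 24 called over all genes of which 23 lower, and 26 adjusted over the list alone, from −0.87 to −0.69 over the alternatives), and *Cpr100A* fell by 2.92. Against naïve flies the list was higher at 10 min (median 0.57, 41 of 56 higher, 21 called higher) and at −0.20 at 15 min, so most of its fall was a return from a rise. Less RNA from cells that make cuticle at 15 min, more of it at 10 min and a change within these cells therefore cannot be told apart.

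The strongest CoRest-C site, with a fold enrichment of 40.4, lay on the eye color gene *w* (FBgn0003996) on chromosome X from 2789896 to 2793253 of dm6. Of the 10 strongest CoRest-C sites, 6 lay at *w*, *v*, the U6:96A genes or *Hsp70Bb*, sequences that fly transgenes often carry. The CoRest-C sites covered 100.0% of the exon sequence of *w* and 14.5% of its first intron, from 2793129 to 2796236, which the marker copy of *w* in transgenes mostly lacks. CBP sites covered 100.0% and 13.3%, and Rpd3 sites 9.78% and 7.34%. Extra copies of this DNA in the flies are therefore a candidate source of these sites. Without sites at these genes, the shares of CoRest-C sites that overlapped CBP, Rpd3 and both were 83.02%, 62.1% and 54.7%, an alternative chosen after seeing the data. No biological explanation was tested.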

How the results depend on the processing

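The threshold moved the counts of genes most. At an adjusted p under 0.01, 2024 genes were called at 10 min of rest, 467 right after the light, 970 at 5 min, 630 at 15 min, 1171 between 10 and 15 min and 103 between 5 and 10 min. With a fold change of at least 1.5 as a further condition the counts were 1473, 433, 812, 581, 814 and 82, in the same order. At an adjusted p under 0.1, 1464 genes were called right after the light and 337 between 5 and 10 min. At an unadjusted p under 0.05 the counts were 2565 right after the light, 3154 at 5 min, 2711 at 15 min, 3405 between 10 and 15 min and 1548 between 5 and 10 min. The alternatives other than left-out libraries gave 1473 to 4601 genes at 10 min.

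A fit of only the 6 libraries compared, with fewer samples to estimate the spread, called 497 genes right after the light, 1023 at 5 min, 682 at 15 min, 2543 between 10 and 15 min and 621 between 5 and 10 min, where DESeq2 called 356. DESeq2 on 6 libraries with its prior on fold changes, chosen after seeing the data, called 625 right after the light, 2384 between 10 and 15 min and 728 between 5 and 10 min. The cause of the larger counts between 10 and 15 min and between 5 and 10 min was not tested. At 10 min, DESeq2 called 3315 genes, no filter gave 3435, a filter of 10 counts in every library 3131, library size alone 4079, upper quartile scaling 3597 and the 6 libraries 2627.

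Scaling moved the balance of increases and decreases. With library size alone, increases were 1236 against 2843 decreases at 10 min (30.3% of calls against 51.0% with TMM), 416 against 571 right after the light (42.2% against 58.5%), 697 against 1296 at 5 min (35.0% against 59.2%) and 440 against 941 at 15 min (31.9% against 56.0%). With upper quartile scaling they were 1459 against 2138 at 10 min (40.6%) and 842 against 939 at 5 min (47.3%). Right after the light they were then 480 against 491 (49.4%). At 15 min increases stayed the majority with this scaling, at 572 against 536 (51.6%). Between 10 and 15 min the excess of decreases nearly disappeared, with 958 increases against 1076 decreases with library size alone (47.1%) and 1029 against 1075 with upper quartile scaling (48.9%), against 39.6% with TMM. These shifts go with the median log2 fold change of all genes at 10 min, which was −0.051 with TMM, −0.17 with library size alone and −0.11 with upper quartile scaling. In the fit of 6 libraries, 475 genes were higher and 146 lower between 5 and 10 min (76.5% against 89.1%).

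With each of the 6 libraries left out in turn, the counts were between 2435 and 3287 at 10 min, 578 and 1041 right after the light, 1167 and 1723 at 5 min, 853 and 1177 at 15 min, 1360 and 1700 between 10 and 15 min, and 89 and 150 between 5 and 10 min. The lowest count right after the light was that without replicate 3 of the illuminated flies, and the lowest between 5 and 10 min that without replicate 2 at 10 min.

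Replicate numbers were also fitted as a block. Libraries with the same number in different groups did not deviate together, with a correlation of their deviations between −0.103 and 0.0494 over 30 pairs (median 0.00915, 0 pairs over 0.1), so the numbers do not pair the libraries. With the block, 3213 genes were called at 10 min, 895 right after the light, 1643 at 5 min, 1069 at 15 min, 1888 between 10 and 15 min and 206 between 5 and 10 min. The groups then held 74.1% of the sum of squares, and the odds ratios of bound genes were 3.68 for CBP, 2.51 for CoRest-C, 1.51 for Rpd3 and 2.99 for all 3.

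The share of the sum of squares between groups lay between 53.2% and 74.1% over 4 alternatives and between 75.1% and 75.9% with each replicate number left out, and no partition gave more. The shares of CoRest-C sites that overlapped were above random placement under 5 alternatives, from 58.5% to 89.1% for CBP, 43.1% to 75.8% for Rpd3 and 26.8% to 69.7% for both, lowest for sites above the median score and highest when overlap was counted by gene. The shares of sites near a start site were between 56.1% and 80.1% for CBP, 72.3% and 90.5% for CoRest-C and 89.3% and 97.9% for Rpd3. Over 9 alternatives the odds ratio of bound genes was 3.14 to 5.08 for CBP, 2.03 to 3.55 for CoRest-C, 1.23 to 1.83 for Rpd3 and 2.30 to 4.98 for all 3, all above 1.

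For 27 fold changes of named genes, most of whose alternatives were chosen after seeing the data, 289 of 297 alternatives kept the direction and the side of the threshold, and 7 became significant: those of *kay*, *Rpd3* and *nej* from 10 to 15 min. *nej* at 10 min reversed with library size alone, to −0.014 from 0.10, within its error in both. For 18 medians of gene lists, 189 of 198 alternatives, all chosen after seeing the data, stayed within the replicate spread and 9 moved beyond it. The median of the MB neuron list at 10 min was −0.087, −0.21 with library size alone, −0.21 without naïve replicate 2 and −0.0057 without naïve replicate 3, so its size rests on the scaling and on the naïve libraries used.

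With 3 libraries per group, the 10 splits of 6 libraries cannot give a share under 0.1. Depth limits genes at the floor, for which only bounds are given. For binding sites, the lists allow no comparison of replicates.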

Differences from the paper's values

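With the main settings, no value of the paper that was also computed here differed from it by more than 1.5 times. Some alternatives did, such as library size alone with 2843 lower genes at 10 min. At 10 min of rest 3313 genes were called against the paper's 2702, 1690 higher against the paper's 1582 and 1623 lower against the paper's 1120. DESeq2 on only the 6 libraries compared, with its prior on the fold changes, called 2704 genes, 1581 higher and 1123 lower, with log2 fold changes within 0.00402 of the authors' deposited table, a setting chosen after seeing the values. The numbers of binding sites were 1237, 2717 and 6684 in both.

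With an overlap of at least 1 bp, 1028 CoRest-C sites overlapped CBP against the paper's 1038, 766 overlapped Rpd3 against the paper's 789 and 674 overlapped both against the paper's 704. Counting sites within 500 bp, an alternative set before the data were examined, gave 789 and 704 for Rpd3 and for both, and 1048 for CBP. Of the higher genes, 1146 had a CBP site against the paper's 1055, 400 a CoRest-C site against the paper's 338 and 307 sites of all 3 against the paper's 254. With the authors' deposited calls the counts were 1095, 390 and 297, with sites within 1 kb of a start site 361 for CoRest-C and 280 for all 3, and with the gene body alone 352 and 268. None of the alternatives set before the data were examined gave the paper's counts, and none of them required the sites at a gene to overlap.

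The paper states that transcription in the nucleus ended within 15 min. The counts are RNA levels, so a level still above naïve flies does not by itself show that transcription went on. In these libraries 441 of the genes higher at 10 min were still higher than in naïve flies at 15 min, and 162 genes were higher at 15 min only. Of the genes higher at 10 min, 834 were lower and 14 were higher at 15 min than at 10 min. *sr* had a log2 fold change of 1.50 at 15 min against 0.64 at 10 min, *Hr38* of 1.95 against 0.35 and the heat shock list a median of 4.36. The paper's Fig. 6b marks, as read from the picture, a shared site in *kay* near the start site at 29782609, where the deposited lists hold CBP and Rpd3 sites and no CoRest-C site. The lists hold the sites of all 3 proteins at the start site at 29772892. The paper's methods give an enrichment factor of 3 for peak calling, and 286 of the deposited CBP sites have a lower fold enrichment.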

Other observations

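The tests of the splits of the libraries and of the share of the most abundant genes were chosen after the result was seen, as were the lists of accessory gland, *roX* and cuticle genes.

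Technical explanations were weighed for the 3313 calls at 10 min of rest. Thinning of all libraries to the size of the smallest, 10392334 counts, gave 3135 calls, 94.6% of the count, which argues against library size. The 10 most abundant genes took 7.11% ± 0.290 of the counts in naïve flies and 7.10% ± 0.0415 at 10 min (SD, n = 3 each), which argues against a few genes taking most of the counts. After removal of a smooth trend on exon length or on GC content, each known for 11459 of the tested genes (98.2%), 97.9% and 100.0% of the called genes kept more than 50% of their log2 fold change. The photoreceptor list had a median of −0.22 (12 of 14 lower, 7 called over all genes and 7 adjusted over the list alone, from −0.34 to −0.19 over the alternatives), which lies between the limits set for a clear change (0.5) and for none (0.2). Its members differed: *ninaE* was at −0.10 and *Arr2* at −0.33, while *Rh3* (−0.64), *Rh4* (−0.54), *Rh5* (−0.63), *Rh6* (−0.68) and *inaD* (−0.51) fell about as far as the called genes changed, whose median size was 0.55. The fat body list had a median of 0.19 (4 of 5 higher, 3 called over all genes and 4 adjusted over the list alone, from 0.071 to 0.21), with *Yp1* at 0.23, *to* at 0.84 and *Lsp2* at −0.68. The glial genes went both ways, with a median of 0.044 (4 higher and 4 lower, 4 called over all genes and 4 adjusted over the list alone), *Gs2* at 0.12 and *Eaat1* at 0.49, which decides nothing. RNA of photoreceptors, fat body or glia and MB activity therefore cannot be told apart as sources of calls among genes that these cells express, since the lists moved neither together past the first limit nor within the second in every alternative. That the second limit must hold in every alternative was required only after the values were seen, and without it the fat body list would count against RNA of fat body. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls, and the same held right after the light, at 5 min and at 15 min, where the largest count in any other split was 1 gene, as in the simulation with nothing changed. Heat shock, with a median of 4.70 for its genes, remains an open explanation of part of the calls.

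Each cell type list took a small share of the counts. The photoreceptor list took 3.43% ± 0.285 of the counts in naïve flies and 4.63% ± 0.372 after 15 min of rest, and the MB neuron list 0.416% ± 0.0300 in naïve flies (SD, n = 3 each). By total counts, *ninaE*, with 3597082, was the most counted gene over all libraries, and *Arr2*, *PebIII*, *retinin* and *Yp1* were among the first 6. All 14 photoreceptor genes, 8 glial genes and 5 of 7 fat body genes passed the filter. The share of nuclei of other cells cannot be read from these values, since the lists differ in expression per nucleus.

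The activity-regulated list, 9 genes of which *kay*, *sr* and *h* are named by the paper and *Mef2* is also in the MB neuron list, had a median log2 fold change of 0.42 at 10 min, above 99.5% of 10000 random lists matched on mean expression, with 7 called over all genes and 7 adjusted over the list alone. At 15 min the median was 0.34 with 5 called, and *cbt*, at 1.00, did not differ from 10 min. The MB neuron list had a median of −0.087 at 10 min (4 called over all genes and 4 adjusted over the list alone), −0.21 without naïve replicate 2 and −0.0057 without naïve replicate 3. *roX1* and *roX2* had a median of 0.27. *Rpd3* had a log2 fold change of −0.59 at 10 min (standard error 0.15, adjusted p = 0.00437), from 28.4 ± 3.08 to 18.9 ± 2.74 CPM (SD, n = 3 each), while *CoRest* (0.13, adjusted p = 0.355) and *nej* (0.10, adjusted p = 0.561) were not different.

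A hypothesis that long genes need more time to reach the 3′ end predicted that genes first higher after rest would be longer than those higher right after the light. The median gene length was 5.42 kb for 1289 genes first higher after 5 or 10 min of rest and 4.50 kb for 553 genes higher right after the light, against 2.45 kb for all tested genes (permutation test with 100000 resamples, two-sided, p = 0.0454, adjusted p = 0.0681 over 3 tests), so the difference did not pass the correction and the 2 groups cannot be told apart on length.

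A hypothesis that CoRest-C, CBP and Rpd3 together speed the shutoff predicted a larger fall from 10 to 15 min at genes bound by all 3. Their median log2 fold change was −0.33 (307 genes), against −0.36 for the other 1343 higher genes, a difference of 0.030 in the other direction (permutation test with 100000 resamples, two-sided, p = 0.158, adjusted p = 0.158). On the other hand, 53.4% of the bound and 48.5% of the other genes were called lower at 15 min than at 10 min, and the bound genes had risen less at 10 min (median 0.50 against 0.59), which go in the predicted direction and were not tested. Binding and other causes of the fall cannot be told apart from these values.

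The strongest Rpd3 site, with a fold enrichment of 14.9, lay on the gene that encodes Rpd3 itself (chromosome 3L from 4626638 to 4627562 of dm6), and the strongest 10 included 1 on *CoRest* with a fold enrichment of 9.58 (chromosome X from 19520537 to 19523122). The first held no CoRest-C site and a CBP fold enrichment of 2.82, and the second held 6.69 for CBP and 5.56 for CoRest-C. No explanation of these sites was tested.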
